# Anti-CD49d Ab treatment ameliorates age-associated inflammatory response and mitigates CD8^+^ T-cell cytotoxicity after traumatic brain injury

**DOI:** 10.1186/s12974-024-03257-7

**Published:** 2024-10-19

**Authors:** Zhangying Chen, Kacie P. Ford, Mecca B. A. R. Islam, Hanxiao Wan, Hyebin Han, Abhirami Ramakrishnan, Ryan J. Brown, Veronica Villanueva, Yidan Wang, Booker T. Davis, Craig Weiss, Weiguo Cui, David Gate, Steven J. Schwulst

## Abstract

Patients aged 65 years and older account for an increasing proportion of patients with traumatic brain injury (TBI). Older TBI patients experience increased morbidity and mortality compared to their younger counterparts. Our prior data demonstrated that by blocking α4 integrin, anti-CD49d antibody (aCD49d Ab) abrogates CD8^+^ T-cell infiltration into the injured brain, improves survival, and attenuates neurocognitive deficits. Here, we aimed to uncover how aCD49d Ab treatment alters local cellular responses in the aged mouse brain. Consequently, mice incur age-associated toxic cytokine and chemokine responses long-term post-TBI. aCD49d Ab attenuates this response along with a T helper (Th)1/Th17 immunological shift and remediation of overall CD8^+^ T cell cytotoxicity. Furthermore, aCD49d Ab reduces CD8^+^ T cells exhibiting higher effector status, leading to reduced clonal expansion in aged, but not young, mouse brains with chronic TBI. Together, aCD49d Ab is a promising therapeutic strategy for treating TBI in the older people.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03257-7.

## Introduction

Adults aged 65 years and older account for over 40% of all TBI-related hospitalizations in the United States [1, 2]. In addition, aged TBI patients experience higher morbidity, slower recovery, and worse outcomes as compared to younger TBI patients [3]. Hence, TBI in older adults is an underrecognized public health concern. Yet, age-specific treatment paradigms are lacking. To overcome this challenge, it is paramount to identify age-specific mechanisms for the worse outcomes observed in aged TBI patients. With normal aging, there is an infiltration of CD8^+^ T into the brain parenchyma, likely due to recruitment signals from aged microglia as well as age-related permeability of the blood–brain barrier (BBB) [4–8]. As previously published by our group, CD8^+^ T cell infiltration is further increased after TBI leading to a substantial accumulation of CD8^+^ T cells within the brains of aged subjects. Consequently, CD8^+^ T-cell infiltrates can directly contribute to neuroinflammation and cognitive impairment in normal aging, injury, and numerous neurodegenerative diseases [7, 8].

Previous work in our laboratory demonstrated that blocking CD8^+^ T cell infiltration with the FDA-approved drug, Natalizumab, is highly effective in improving TBI outcomes in aged mice. Natalizumab is a monoclonal antibody against integrin α4 (aCD49d Ab) of leukocytes. It is a current FDA-approved treatment for multiple sclerosis (MS) and works by preventing peripheral lymphocyte extravasation into the brain and spinal cord, thereby reducing inflammation and nerve damage [9]. In our previously published work, we found that aCD49d Ab significantly reduced the infiltration of CD8^+^ T cells into the injured brain, improved survival after TBI, and ameliorated neurocognitive and motor deficits in our murine model of aged TBI whereas no therapeutic effect was observed in young mice after TBI [8]. In the periphery, repeated aCD49d Ab treatment augmented the Th2 response, indicated by significantly increased levels of the anti-inflammatory cytokines IL-4 and IL-13 within the plasma of aged TBI mice [8]. However, in the setting of TBI, the molecular mechanisms underlying the therapeutic effects of aCD49d Ab have yet to be determined.

In addition to lymphocyte migration into the CNS, the brain is home to a specialized resident immune cell component. While parenchymal microglia and their functions have been the subject of much scrutiny over the years, the non-parenchymal monocyte-derived macrophages, known as border-associated macrophages (BAMs), are only recently recognized as having a significant role in injury and disease. BAMs reside within the dura mater, subdural space, and choroid plexus (CP) which contain fenestrated blood vessels forming the interface with the peripheral circulation [10]. With aging and disease states, a portion of the overall BAM population is replaced by monocytes from the periphery (i.e., monocyte-derived macrophages) [10–12]. Thereby, we surmised that aCD49d Ab treatment would also affect brain macrophage dynamics through modulating peripheral immunity and cytokine and chemokine response. Taken together, the current study is focused on the molecular mechanisms of aCD49d T cell blockade in TBI. We performed an unbiased analysis via single-cell RNA sequencing coupled with T cell receptor (TCR) sequencing of CD45 + immune cells isolated from the brains of young and aged mice at 2 months post TBI. Molecular changes were further integrated with high-parameter flow cytometry and multiplex cytokine assays to systemically study how repeated aCD49d Ab treatment alters local downstream cellular responses within the aged mouse brain.

## Results

### aCD49d Ab treatment reduced CD8^+^ T cells within aged brains and improved deficits in motor function and working memory after TBI

TBI was induced in mice via controlled cortical impact (CCI), as we have previously published [7, 8]. All mice underwent a 1-cm sagittal incision to expose the skull. Sham mice only received the incision whereas TBI mice further received a 5-mm craniectomy to expose the brain at coordinates, − 2 mm anteroposterior axis and + 2 mm mediolateral of bregma. Following craniotomy, TBI mice received a severe injury at 2-mm depth delivered by a 3-mm impacting tip striking the exposed cortex at 2.5 m/s. At a clinically relevant time of 2 h post TBI or sham surgery, mice received 300 ug of aCD49d Ab or its isotype control via intraperitoneal injection. We previously showed a significant accumulation of CD8^+^ T cells in aged mouse brains 2 months post TBI [7]. To investigate how long-term prevention of lymphocyte invasion to the injured brain affects aged mice and their TBI outcomes, we repeated dosing every two weeks for up to 2 months. As a result, aCD49d Ab treatment significantly improved the survival of aged mice post-TBI (p = 0.0050). Out of 19 aged TBI isotype-treated mice, 8 mortalities were found. Out of 17 aged TBI aCD49d-treated mice, 2 mortalities were found [8]. There were no mortalities in aged sham mice as well as their younger counterparts (n = 13 for both treatment groups in aged sham mice, n = 12–13 for all young mouse groups, [8]). Brains were harvested at 2 months post TBI. Using previously published gating [7, 8], in the aged mouse brains 2 months post TBI, aCD49d Ab treatment led to an attenuation of lymphocyte accumulation (Supp Fig. SAi and ii) and specifically reduced CD8^+^ T cells (Supp Fig. S1Aiv) but not CD4^+^ T cells (Supp Fig. S1Aiii) in the brain parenchyma compared to isotype treatment. Meanwhile, the CD8^+^ T cell reduction was not noted within the brains of young mice (Supp Fig. S1Aiv, 8). Furthermore, to characterize the effect of aCD49d Ab treatment on motor coordination and spatial working memory, deficits that are common in human TBI patients, mice underwent Y-maze and rotarod tests. Analysis of spatial working memory is assessed by recording the spontaneous alternations between the two arms of a Y-shaped maze. Over the course of the test, a naïve mouse tends to enter the less recently visited arm. In the current study, aged aCD49d Ab treated TBI mice had a higher percent alternation score than isotype treated TBI mice (Fig. 1A). In fact, the aged aCD49d Ab treated mice demonstrated similar performance to aged sham injured mice indicating preservation of working memory after injury. In the rotarod test that examines motor function, aged aCD49d Ab treated TBI mice spent more time on the accelerating wheels, indicative of improved motor coordination as compared to isotype treated mice (Fig. 1B). Consistent with our previously published data, no effect of aCD49d Ab was seen in young mice post TBI (Supp Fig. S2, 8).

**Fig. 1:**
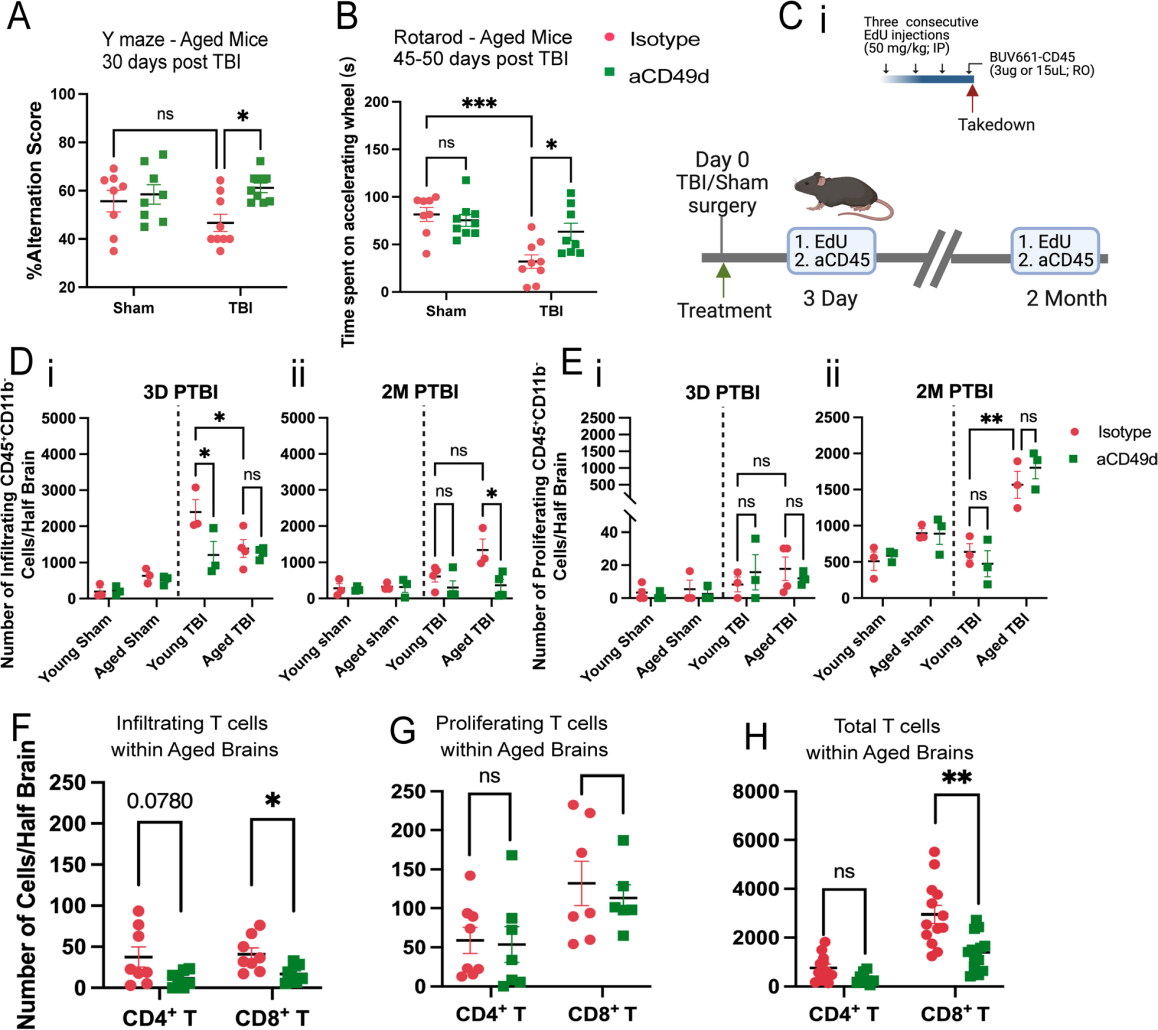
aCD49d Ab treatment reduced the infiltration and total number of CD8^+^ T cells in the injured brains of aged mice. **A** Results of Y maze indicated by %alteration score. **B** Results of rotarod indicated by time spent on accelerating wheels (s). **C** i. A scheme of the EdU and BUV661-CD56 injections. IP, intraperitoneal injection. RO, retro-orbital injection. ii. Mice received EdU and BUV661-CD45 to label proliferating and infiltrating cells in the brains at 3 days and 2 months post-TBI. **D** Quantifications of infiltrating CD45^+^ cells in mouse brains at i. 3 days post-TBI and ii. 2 months post-TBI. **E** Quantifications of proliferating lymphocytes in mouse brains at i. 3 days post-TBI and ii. 2 months post-TBI. Quantifications of **F** infiltrating, **G** proliferating, **H** total T cells within aged brains. Data are from one independent experiment in **D**, **E** and two independent experiments in **A**, **B** and **F**–**H**. All data are shown as the mean ± SEM. 2-way ANOVA with Tukey’s multiple comparisons test in **A**, **B** and **D**, **E**, n = 8–10/group for **A** and **B**, n = 3–4/group for **D** and **E**,.Student’s t-test in F–H, n = 7–13/group. *p < 0.05, **p < 0.01, ***p < 0.001. Number of Cells/Half Brain indicated whose samples split into two halves for staining with two flow cytometry panels

Given that aCD49d Ab exerts its neutralization effect primarily in the periphery and does not cross the blood brain barrier (BBB), it is important to measure CD49d level in the periphery and whether CD49d levels change in response to normal aging. To assess CD49d expression in the periphery among different immune cell types at a steady state, we sampled 25 μL of blood via submandibular collection from B6 naïve mice of different ages. Remarkably, both CD4 + and CD8 + T cells exhibit age-dependent upregulation of CD49d expression (Supp Fig. S3C with gating in Supp Fig. S3A and B), indicating an increased potential of T cell extravasation and migration with aging.

### aCD49d Ab treatment decreased lymphocyte infiltration and reduced the number of CD8^+^ T cells in the injured brains of aged mice

Next, to explain how CD8^+^ T cells accumulate within aged mouse brains post TBI, we aimed to distinguish between chronic recruitment versus local proliferation of CD8^+^ T cells within the aged brain post TBI. To do so, we administered 5-ethynyl-2’-deoxyuridine (EdU), a well-established thymidine analogue assaying DNA synthesis, intraperitoneally for three consecutive days prior to euthanasia. This allows for the detection of strong EdU signals within proliferating cells in the brain. Two hours prior to euthanasia, BUV611 conjugated antiCD45 antibodies were injected retro-orbitally. This labeled infiltrating cells into the brain (Fig. 1Ci; gating is shown in Supp Fig.S1C). Intracardiac perfusion was performed to clear the vasculature. Brains were harvested which were used to compare infiltrating, proliferating, and total T cells at 3 days (acute) and 2 months (chronic) post-TBI (gating strategy shown in Supp Fig. S1B and C). Firstly, we measured the number of infiltrating and proliferating CD45^+^CD11b^−^ cells that primarily label lymphocytes. At 3 days post-TBI, young mice had significantly more infiltrating CD45^+^CD11b^−^ cells than aged mice (Fig. 1D). However, at 2 months post-TBI, aged mice had more infiltrating CD45^+^CD11b^−^ cells than young mice (Fig. 1D). As expected, aCD49d Ab limited the infiltration of CD45^+^CD11b^−^ cells (Fig. 1D), especially in aged mice 2 months post-TBI. Focusing on local proliferating cells, we observed only few proliferating CD45^+^CD11b^−^ cells at 3 days post-TBI (Fig. 1E). Contrastingly, we noted increasing proliferating CD45^+^CD11b^−^ cells, more prominent in aged than young brains 2 months post-TBI (Fig. 1E). Next, we measured different lymphocytes in infiltrating and proliferating CD45^+^CD11b^−^ cells. Further phenotypic analysis demonstrated that B cells and natural killer (NK) cells made up a high proportion of infiltrating and proliferating CD45^+^CD11b^−^ cells but both cell types were not subject to aCD49d Ab effect. Whereas phenotypic analysis of T cells revealed that aCD49d Ab treatment significantly reduced infiltrating CD8^+^ T cells (Fig. 1F) but had no effect on local proliferating T cells (Fig. 1G) in aged brains 2 months post TBI. Given that CD8^+^ T cells did not actively infiltrate into aged mouse brains at 3 days post-TBI nor did they proliferate within the brains (Supp Fig. S1Di–iii), previously observed CD8^+^ T cell accumulation long-term post-TBI was primarily due to chronic infiltration of CD8 + T cells in aged mouse brains (Fig. 1H).

### aCD49d Ab treatment suppressed peripheral and local inflammatory immune responses in acute TBI

Cytokines and chemokines mediate systemic and local inflammatory response immediately after TBI and induce chemotaxis of various immune cells. Therefore, the next experiment aimed to determine cytokine and chemokine levels within both the blood and the brain via a Luminex multiple cytokine assay. A majority of sham mice, regardless of treatment, had no above-threshold detection of injury-related cytokines and chemokines. Therefore, their data were shown as zero in Fig. 2. Consequently, plasma levels of the pro-inflammatory cytokines interlukin-6 (IL-6), IL-17A, and IL-22 as well as tumor necrosis factor alpha (TNF-α) were elevated in aged TBI mice 3 days post-injury as compared to young mice (Fig. 2Ai–iii and v). However, aCD49d Ab treatment markedly reduced their levels in aged TBI mice (Fig. 2Ai–iii and v). Similar suppression after aCD49d Ab treatment was also noted in CXC chemokine ligand 2 (CXCL2), which is produced almost exclusively by neutrophils, in aged TBI mice at 3 days post-injury as compared to isotype treated mice (Fig. 2Aiv). Furthermore, IL-12p70 (IL-12), which is produced by activated antigen-presenting cells (APC) and enhance Th1 and cytotoxic CD8^+^ T cells, along with IL-1β were elevated at 7 days post-TBI in isotype treated mice and were decreased with aCD49d Ab treatment (Supp Fig. S4A and B). Interestingly, the peripheral cytokine response mirrored that in the brain as observed in IL-6, IL22, IL-17A, and CXCL2 (Fig. 2B i–iv). There were no significant changes, or expression was below the level of detection, in the remaining cytokines and chemokines analyzed in any group.

**Fig. 2:**
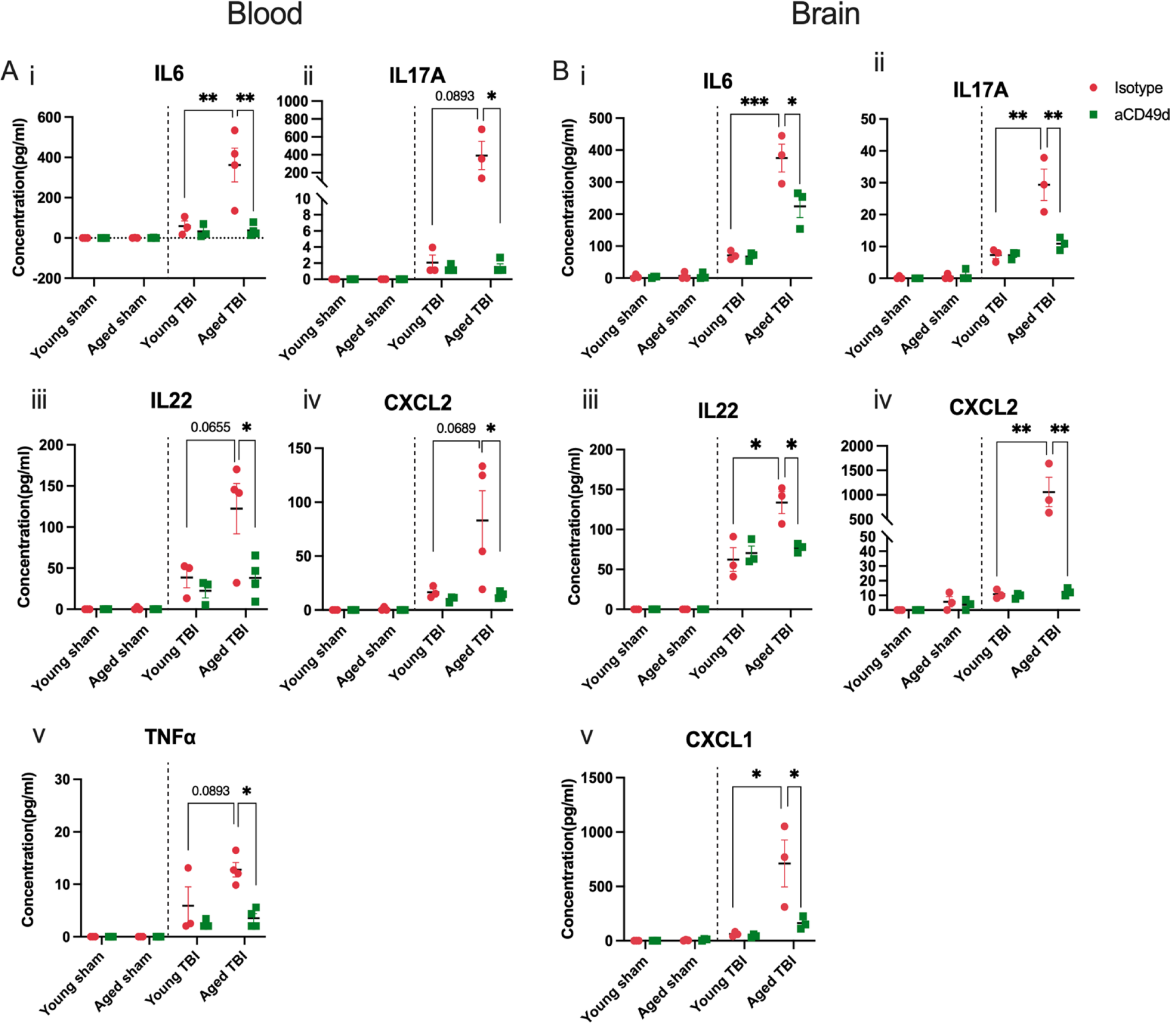
Luminex multiplex assay for cytokine/chemokine analysis in aged versus young mice at 3 days post injury. **A** Levels of cytokines in the plasma including i. CXCL2, ii. IL-22, iii. IL-6, iv. IL-17A, and v. TNF-α. **B** Levels of cytokines in the ipsilateral brain tissue homogenates including i. CXCL1, ii. CXCL2, iii. IL-6, iv. IL-22, and v. IL-17A. Data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. n = 3–4/group, *p < 0.05, **p < 0.01, *** p < 0.001. Data are from one independent experiment

### aCD49d Ab treatment suppressed immune cell chemotaxis but induced GM-CSF in aged brains with chronic TBI

At 2 months post TBI, several chemoattractants continued to increase within aged mouse brains compared to young mouse brains. aCD49d Ab treatment suppressed the level of CXCL1 and CCL11 which are involved in the selective recruitment of neutrophils and eosinophils, respectively (Fig. 3Ai and iii). Likewise, CCL7, a potent chemoattractant that recruits multiple leukocyte populations, showed similar suppression with aCD49d Ab treatment (Fig. 3Aii). To our surprise, granulocyte–macrophage colony-stimulating factor (GM-CSF) in the aged mouse brains was comparable to the level in young mouse brains 2 months post TBI. However, GM-CSF levels were found to be increased with aCD49d Ab treatment along with increases in CCL2 and TNF-α (Fig. 3Aiv–vi).

**Fig. 3:**
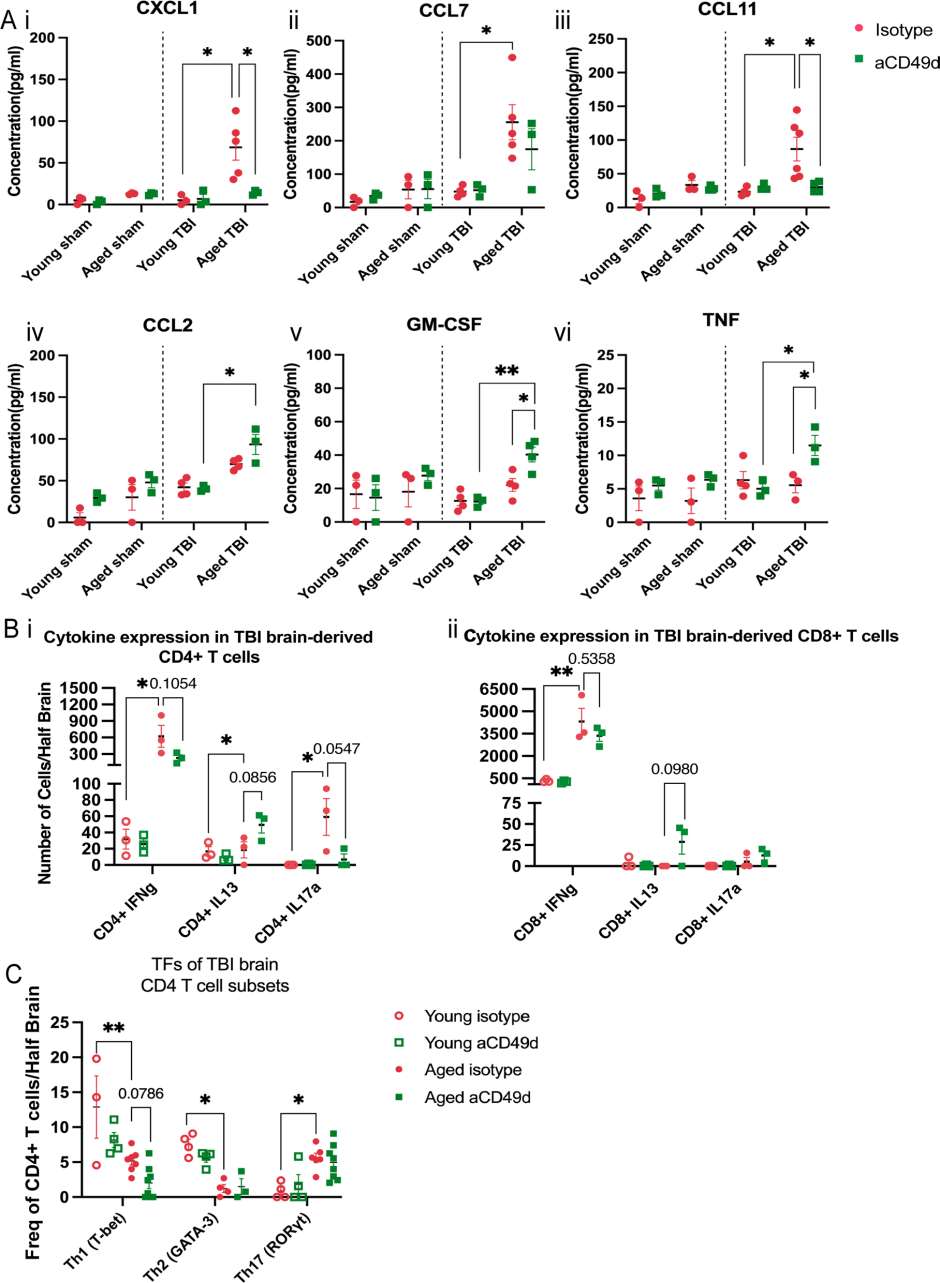
Cytokine/chemokine analysis in aged and young mice at 2 months post injury. **A** Luminex multiplex assay measuring the cytokines/chemokines in the ipsilateral brain tissue homogenates including i. CXCL1, ii. CCL7, iii. CCL11, iv. CCL2, v. GM-CSF, and vi. TNF-α. **B** Cytokine response in brain-derived i. CD4 + and ii. CD8 + T cells isolated from TBI mice post ex vivo stimulation. **C** Frequency of Th1, Th2, and Th17 as measured by corresponding transcription factors(TF) T-bet + , GATA-3 + , and RORγt + CD4 + T cells. n = 3–8/group, *p < 0.05, **p < 0.01. All data are from one independent experiment. Data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test was used for **A** and the Student’s t test was used for **B** and **C**. Number of Cells/Half Brain and Freq of CD4 + T cells/Half Brain indicated whose samples split into two halves for staining with two flow cytometry panels

We previously published that the plasma from aCD49d Ab treated, aged mice at 2 months post TBI had an augmented Th2 response indicated by the Th2 related cytokines IL-4 and IL-13 [8]. To measure cytokine expression capacity of T cells within the brains isolated from aged TBI mice, we stimulated brain derived immune cells with PMA/ionomycin and incubated with golgi-plug containing brefeldin A ex vivo (Fig. 3B, gating shown in Supp Fig. 5B). Consequently, CD4 + T cells expressing IL-13 were significantly increased in the aCD49d Ab-treated brain cells compared to the isotype-treated brain cells isolated from aged TBI mice (Fig. 3Bi). In terms of brain-derived CD8^+^ T cells, post ex vivo stimulation, we found that most CD8^+^ T cells express IFNγ, especially the CD8^+^ T cells in aged TBI mouse brains. aCD49d Ab appeared to have a nonsignificant reduction in IFNγ expression and a moderate nonsignificant increase in IL13 expression in aged mice 2 months post TBI (Fig. 3Bii). CD4 + T cells express transcription factors T-bet, GATA-3, and RORγt representing Th1, Th2, and Th17, respectively. In a separate experiment, we directly measured these transcription factors in CD4 + T cells within mouse brains via flow cytometry (gating shown in Supp Fig. S5A). As a result, aged mouse brains had decreased frequency of T-bet^+^and GATA-3^+^ yet elevated frequency of RORγt^+^ CD4 + T cells as compared to young mouse brains (Fig. 3C). aCD49d Ab did not affect the frequency of these CD4 + T cell subtypes with the exception of a further decrease in the frequency of T-bet^+^ in CD4 + T cells (Fig. 3C).

### aCD49d Ab treatment leads to fewer clonally expanded CD8^+^ T cells in aged brains with chronic TBI

To investigate the genes, signatures, and pathways involved with aCD49d Ab treatment, we applied single-cell RNA sequencing (scRNA-seq) to brain tissue collected from both young and aged TBI mice treated with aCD49d ab or isotype control (YTBI_Istoype, ATBI_Isotype, YTBI_aCD49d, ATBI_aCD49d). For each group, we pooled two biologic replicates to reduce biologic variance. We excluded sham mouse brains as they had a limited number of infiltrating immune cells. The scRNA-Seq data identified eight distinct cell populations embedded in a Uniform Manifold Approximation and Projection (UMAP) plot (Fig. 4Ai).

**Fig. 4:**
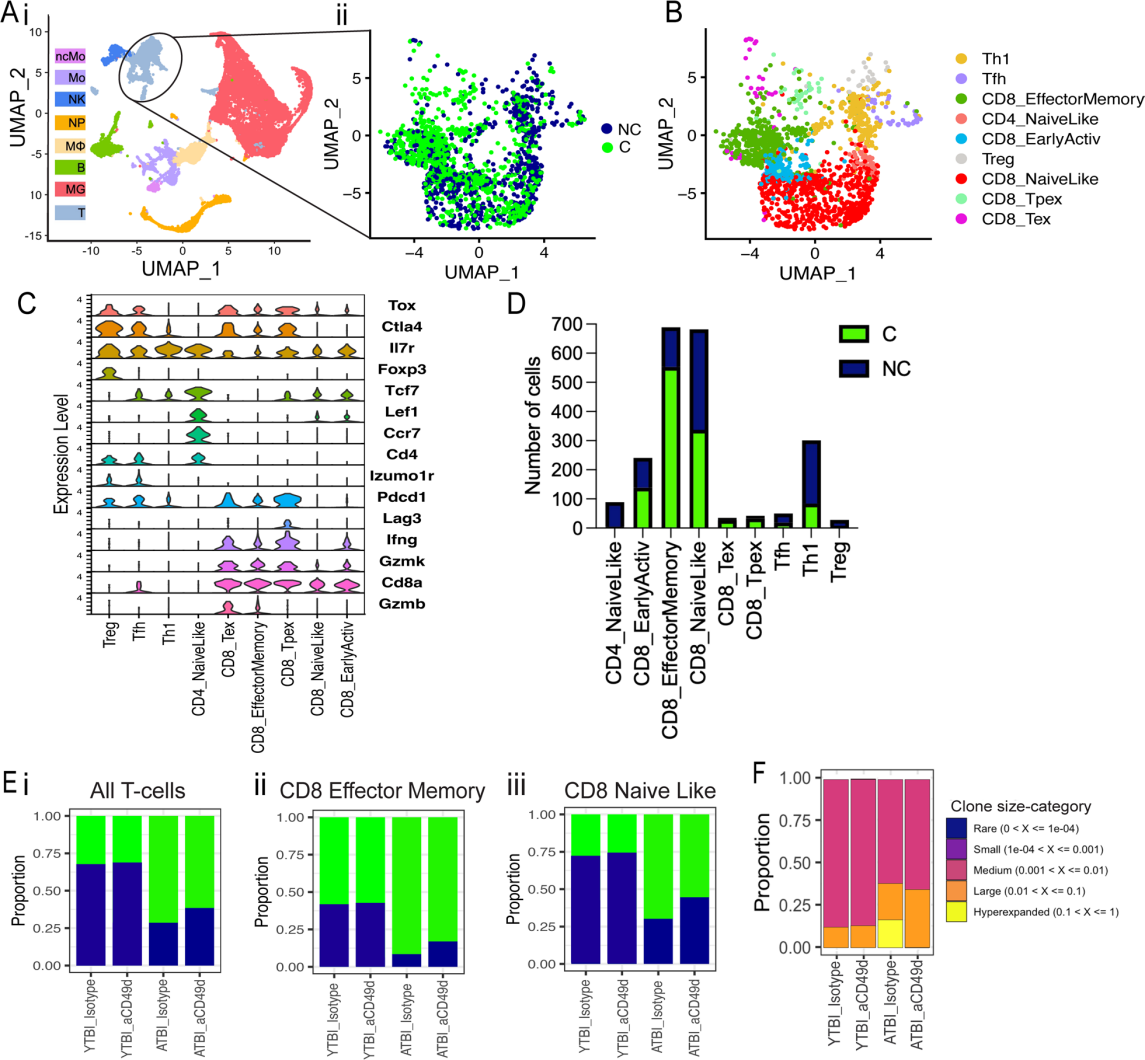
Clonally expanded CD8^+^ T cells patrolled aged mouse brains post-TBI and aCD49d Ab treatment induced transcriptional changes largely in CD8^+^ T Cells. **A** single-cell TCR analysis overlaid on UMAP projections showing distribution of T cell clonality. C: clonally expanded. NC: nonclonally expanded. **B** UMAP showing distribution of T cell subtypes based on T cell atlases ^4^. **C** Dot plot showing the markers to identify different T cell subtypes. **D** Bar graph demonstrating number of clonality across T cell subtypes. **E** Bar graph demonstrating proportion of i. all T-cell, ii. CD8 effector memory T-cell, and iii. CD8 naïve like T-cell clonality across samples. **F** The proportion of clones belong to each clone size category. ATBI: aged TBI mouse brains. YTBI: young TBI mouse brains

As we previously identified, aCD49d Ab treatment exerts its effect mainly through targeting CD8^+^ T cells. 

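T-cell receptors (TCRs) were sequenced from single brain cells in 4 libraries, YTBI_Isotype, YTBI_aCD49d, ATBI_Isotype and ATBI_aCD49d, with 1 library per group. Each library was made from the pooled cells of 2 mice, collected 2 months after TBI from mice given 300 µg of aCD49d antibody or isotype control every 2 weeks. Young mice were 13 to 15 weeks old at injury and aged mice 80 to 82 weeks. Single-cell TCR sequencing reads the rearranged alpha and beta chain of each T cell, and cells with the same pair of rearrangements descend from a common ancestor and form a clone. The most variable stretch of each chain, the complementarity-determining region 3 (CDR3), spans the join between the V and J gene segments. The authors aligned the TCR reads to mm10, and the deposited files list the assembled chains of each cell barcode with the counts of unique molecular identifiers (UMIs) and reads behind each chain, and the clonotype that Cell Ranger gave each cell. Every chain in the files was marked productive, full length and from a called cell. The files held 262 cells in 230 clonotypes for YTBI_Isotype, 577 cells in 464 clonotypes for YTBI_aCD49d, 1024 cells in 460 clonotypes for ATBI_Isotype and 1123 cells in 539 clonotypes for ATBI_aCD49d. The TCR UMIs summed to 4473, 7483, 10419 and 18415 in the same order, from 13216284, 27503262, 39562445 and 54235712 reads. The median number of TCR UMIs per cell was 15 in YTBI_Isotype, 12 in YTBI_aCD49d, 9 in ATBI_Isotype and 14 in ATBI_aCD49d. Both chains were recovered in 79.0% of the YTBI_Isotype cells, 75.7% of the YTBI_aCD49d cells, 65.6% of the ATBI_Isotype cells and 81.6% of the ATBI_aCD49d cells. A cell was counted as clonal when its deposited clonotype held at least 2 cells of the same library, and every cell with a clonotype entered the denominator. The single-cell transcriptomes were not analysed here, so cells were not divided into T cell subtypes. With 1 library per group there are no replicates, and no test between groups was made. Intervals are exact Clopper-Pearson 95% intervals, and those of differences were built from them by Newcombe's method. These intervals cover counting error only, not the differences between mice, and cells of one clone are not independent of each other.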

Herein, we integrated single-cell TCRseq with single-cell RNAseq to assess the clonality of T cells and their transcriptomes post-TBI. 

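Across the 4 libraries, 1519 of 2986 cells with a TCR belonged to 226 clonotypes with at least 2 cells in their library, and the remaining cells were the only cell of their clonotype. Of these 2986 cells, 2147 came from aged and 839 from young mouse brains. The number of clonotypes with at least 2 cells was 18 in YTBI_Isotype, 39 in YTBI_aCD49d, 87 in ATBI_Isotype and 82 in ATBI_aCD49d.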

T cell clusters from the scRNAseq data (Fig. 4Ai) comprised of clonal (C) and nonclonal (NC) T cells (Fig. 4Aii). We utilized the atlases in Andreatta et al. [14] to identify nine T cell subclusters: 1) CD8^+^ naïve-like (NL) cells with enriched genes including *Cd8a*, *Il7r*, and *Tcf7*, 2) CD8^+^ effector memory (EM) cells high in *Cd8a* and granzymes *Gzmk*, *Gzmb* but low in *Tox*, *Pdcd1*, 3) CD8^+^ early active cells (EA; an intermediate CD8^+^ profile between NL and EM, 4) CD8^+^ terminally exhausted (Tex) cells with high expression of granzymes and inhibitory receptors (*Pdcd1*, *Ctla4*, *Lag3*) and *Tox*, 5) CD8^+^ precursor-exhausted (Tpex) cells enriched in inhibitory receptors but low in granzymes, 6) CD4^+^ NL cells enriched in *Cd4*, *Il7r*,*Ccr7*, and *Tcf7*, 7) CD4^+^ follicular-helper (Tfh) high in *Cd4* and *Tox*, 8) Th1 (*Cd4* and *Fasl*), and 9) Treg cells (*Cd4* and Foxp3) (Fig. 4B and C). Overall, T cell cluster was made of CD8^+^ NL (31.6%) and CD8^+^ EM cells (31.9%) with only few CD8^+^ Tex and Tpex cells (1.6% and 1.9%) (Fig. 4D). As expected, most clonally expanded T cells were CD8^+^ EM cells (72.4%), followed by CD8^+^ NL cells (48.3%) and CD8^+^ EA cells (44.0%) (Fig. 4D). In fact, the atlases-annotated CD8^+^ NL cells and CD8^+^ EA cells resembled each other transcriptomically, with CD8 + NL cells expressing slightly fewer effector markers, potentially explaining the clonal expansion of CD8 + NL cells (Fig. 4C). 

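In ATBI_Isotype, 651 of 1024 cells were clonal (63.6%, interval 60.5% to 66.5%), and in ATBI_aCD49d, 666 of 1123 cells were clonal (59.3%, interval 56.4% to 62.2%). The share was 4.27 percentage points higher in ATBI_Isotype, with a counting interval from 0.0800 to 8.44 points. Fewer cells make it less probable that 2 cells of a clone are both captured, and ATBI_Isotype was the smaller of these libraries. With ATBI_aCD49d thinned to the 1024 cells of ATBI_Isotype, which can only lower its share, its expected clonal share was 58.6% and the difference 4.94 points, with an interval from 0.654 to 9.22. With both thinned to 262 cells, the difference was 2.73 points, with an interval from -6.08 to 11.5. The alternative that moved the difference most left out the cells whose clonotype carries the deposited evidence for invariant natural killer T (iNKT) or mucosal-associated invariant T (MAIT) cells, which in most of these cells rests on the beta chain gene alone. It gave -3.43 points, with an interval from -8.54 to 1.66. This alternative took out the largest clonotype of ATBI_Isotype, of 109 cells, and kept that of ATBI_aCD49d, of 101 cells. Among cells with both an alpha and a beta chain, the difference was 1.78 points, with an interval from -3.21 to 6.74.

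**Figure D1:**
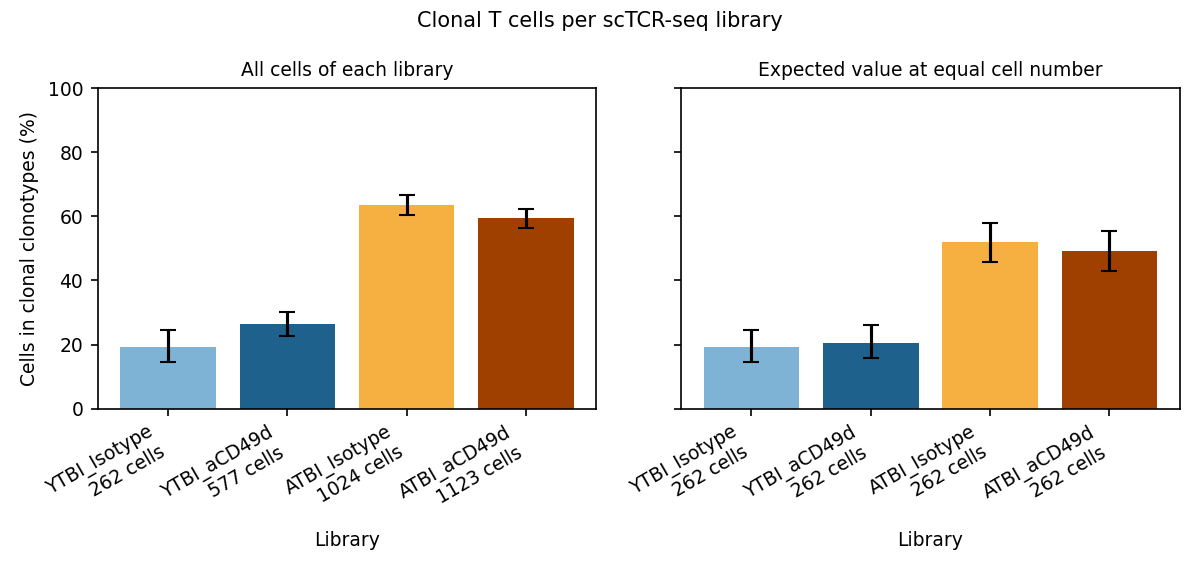
Share of cells in clonal clonotypes (y axis, %) in each scTCR-seq library (x axis, with the number of cells), over all cells on the left and as the expected value with every library thinned to 262 cells on the right. Bars are single libraries and error bars are 95% counting intervals; over all cells, the aged libraries stand at 63.6% and 59.3%.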

Comparing by groups, T-cells from Aged TBI-Isotype treated mice had a higher proportion of clonal T cells than did the Aged TBI-aCD49d ab treated group (72.5% versus 62.3%; Fig. 4Ei). This was consistent in CD8^+^ EM (93.8% versus 82.9%; Fig. 4Eii) and CD8^+^ NL cells (70.0% versus 59.1%; Fig. 4Eiii). On the contrary, no such difference was seen in aCD49d treated young mouse brains (Fig. 4Ei–iii). 

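In the young libraries, 50 of 262 YTBI_Isotype cells (19.1%, interval 14.5% to 24.4%) and 152 of 577 YTBI_aCD49d cells (26.3%, interval 22.8% to 30.1%) were clonal. The difference, YTBI_Isotype minus YTBI_aCD49d, was -7.26 percentage points, with a counting interval from -13.2 to -0.888, so the aCD49d library had the higher share. YTBI_aCD49d held more cells than YTBI_Isotype, and with both at 262 cells the expected share of YTBI_aCD49d was 20.6%. The difference was then -1.48 points, with an interval from -8.56 to 5.62, and was not detectable at this depth.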

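The size of a clone was taken as its share of the cells of its own library. A clone counts as hyperexpanded above 10% of the cells and as large above 1% and up to 10%, so the number of cells a class requires depends on the library. One percent of the cells corresponded to 2.62 cells in YTBI_Isotype, 5.77 cells in YTBI_aCD49d, 10.24 cells in ATBI_Isotype and 11.23 cells in ATBI_aCD49d. Large clones held 11.5% of the YTBI_Isotype cells (interval 7.86% to 15.9%) and 10.7% of the YTBI_aCD49d cells (interval 8.34% to 13.6%). They held 31.6% of the ATBI_Isotype cells (interval 28.8% to 34.6%) and 38.8% of the ATBI_aCD49d cells (interval 36.0% to 41.7%). With the clones above 10% included, every clone above 1% together held 42.3% of the ATBI_Isotype cells (interval 39.2% to 45.4%), while the share of ATBI_aCD49d stayed as above, so the order of the aged libraries depends on whether the hyperexpanded class is counted. Shannon evenness of the clonotypes, which is 1 when all clonotypes have the same number of cells, was 0.985 in YTBI_Isotype, 0.960 in YTBI_aCD49d, 0.805 in ATBI_Isotype and 0.830 in ATBI_aCD49d. The Gini coefficient of clone sizes, which is 0 when all clones are equal, was 0.116, 0.188, 0.525 and 0.499 in the same order.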

To delineate the relative abundance of TCR clones in their individual repertoire, we applied scRepertoire R package [15] to quantify the proportion of clones by their size. As a result, 14.0% of TCR clonotypes in the Aged TBI-Isotype treated samples belonged to hyperexpanded clones (clones taking up more than 1/10 of clonal space) which were not found in the Aged TBI-aCD49d treated samples (Fig. 4F). This indicates that aCD49d Ab treatment might attenuate excessive clonal expansion.

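With the deposited clonotypes, ATBI_Isotype had 1 clone above 10% of its cells. It held 109 cells (10.6%, interval 8.82% to 12.7%), against the 102.4 cells that the threshold corresponds to. Its beta chain uses TRBV19 and TRBJ1-4 with the CDR3 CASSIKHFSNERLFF, and its alpha chain uses TRAV7N-6 and TRAJ9 with the CDR3 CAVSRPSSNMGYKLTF. In the GENCODE annotation of mm10 (GRCm38), Trbv19 lies on chromosome 6 from 41178375 to 41179048 and Trav7n-6 on chromosome 14 from 53324632 to 53325208, both on the forward strand. The next clonotypes of ATBI_Isotype held 99 cells (9.67%) and 73 cells (7.13%). No deposited clonotype of ATBI_aCD49d, YTBI_Isotype or YTBI_aCD49d was above 10%. The largest deposited clonotype of ATBI_aCD49d held 101 cells (8.99%, interval 7.39% to 10.8%), against 112.3 cells at the threshold, so for both of these clones the other side of 10% was within counting error. A further 12 cells of ATBI_aCD49d formed a clonotype with the same alpha and beta CDR3 nucleotides as the clonotype of these 101 cells. The alpha chain was recovered in 9 of the 12 cells and in 72 of the 101. The 113 cells together made up 10.1% of the library. With clonotypes joined where they share an alpha CDR3 and their beta CDR3 are 0 or 1 base apart, clones above 10% in ATBI_Isotype held 27.4% of its cells, the largest 16.8%. These groupings were examined only after the clone sizes had been seen. With clonotypes defined by the V, J and C genes and the CDR3 nucleotides of both chains, no clone of ATBI_Isotype exceeded 10%, and its largest held 6.54% of the cells. Of the 109 cells, 38 have a beta chain alone, and this definition groups them apart. The largest clone of ATBI_Isotype stayed above 10% with only cells that have both chains (10.1%), with the beta CDR3 nucleotides and V gene (10.6%), without possible doublets (10.8%) and with at least 2 UMIs per chain (10.2%). Without cells with iNKT or MAIT evidence, the largest clone of ATBI_aCD49d made up 12.9% of the 780 cells that remained. This setting left out the 109 cells of the largest clone of ATBI_Isotype. Of the 631 cells that remained in ATBI_Isotype, clones above 10% held 27.3%, the largest being the clonotype of 99 cells (15.7%). The largest clone of ATBI_aCD49d, which was kept, has the joint beta call TRBV12-2+TRBV13-2. Of 58 cells with TRAV11, TRAJ18 and this joint call, 0 had iNKT evidence on both chains, so the setting may not treat the libraries alike.

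**Figure D2:**
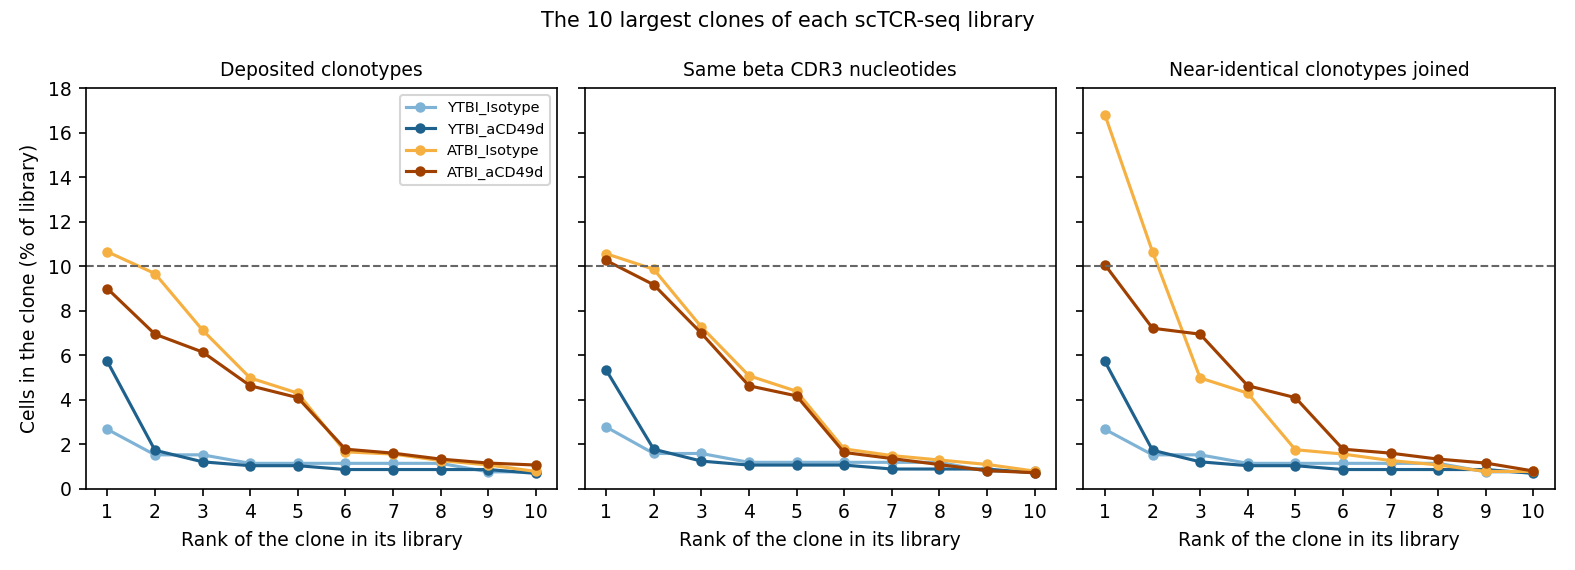
Share of a library's cells (y axis, %) in its 10 largest clones by rank (x axis), with the deposited clonotypes, with clones defined by the beta CDR3 nucleotides alone among cells with a beta chain, and with near-identical deposited clonotypes joined. Points are single clones, colours are the 4 libraries and the dashed line marks 10%; with the deposited clonotypes a single point, at 10.6% in ATBI_Isotype, lies above the line.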

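The largest clone of YTBI_Isotype held 7 cells (2.67%, interval 1.08% to 5.43%) and that of YTBI_aCD49d 33 cells (5.72%, interval 3.97% to 7.94%). The 3 largest deposited clonotypes together held 281 cells (27.4%) in ATBI_Isotype and 248 cells (22.1%) in ATBI_aCD49d. In ATBI_aCD49d, the clonotypes ranked 2 and 3 held 78 cells (6.95%), with TRBV10 and TRAV9-4, and 69 cells (6.14%), with TRBV3 and TRAV16N. In ATBI_Isotype, the clonotypes ranked 2 and 3 both use TRBV14 and TRBJ1-2 with TRAV12-1 and TRAJ22. Cells whose beta CDR3 nucleotides occur in more than 1 clonotype made up 21.8% of ATBI_aCD49d and 2.73% of ATBI_Isotype. By the beta CDR3 nucleotides alone, the 3 largest clones held 10.3%, 9.17% and 6.99% in ATBI_aCD49d and 10.6%, 9.86% and 7.27% in ATBI_Isotype. With near-identical clonotypes joined, they held 10.1%, 7.21% and 6.95% against 16.8%, 10.6% and 4.98%. Both groupings were chosen after the clone sizes had been seen. From the hyperexpanded clones in the Aged TBI-Isotype treated samples and their absence in the Aged TBI-aCD49d treated samples, the paper proposes that aCD49d Ab treatment might attenuate excessive clonal expansion.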

### aCD49d Ab treatment reduces CD8^+^ T cells exhibiting higher effector status in aged mouse brains with chronic TBI

To further interrogate the CD8^+^ T cells, we subseted CD8^+^ T cells (*Cd8a* > *1.5*) in scRNAseq followed by unsupervised clustering (Supp Fig. S6A). Most CD8^+^ T cells originated from aged TBI mouse brains (i.e., ATBI_isotype and ATBI_aCD49d) with treatment-dependent cluster 6 uniquely expressed in ATBI_aCD49d and cluster 0 in ATBI_isotype (Supp Fig. S6A). Upon comparing the expression of genes associated with effector, exhaustion, and memory along with clonality (Supp Fig. S6B and C), we found that aged mouse brains had a substantial number of dysfunctionally activated CD8^+^ T cells, herein defined as those that highly co-express genes associated with exhaustion (*Pdcd1*, *Entpd1*, *Ctla4*, *Havcr2*) and effector genes (*Gzmk*, *Gzmb*, *Prf1*, *Tnf*, *Ifng*). We also found two clusters of treatment-dependent functionally activated CD8^+^ T cells that are high in effector genes only, and two clusters of age-dependent stem-like memory T cells (*Tcf7*, *Slamf6*, *Lef1*, *Sell*) (Fig. 5A). Nonclonal T cells high in *Ccr7* were defined as naïve-like T cells (Supp Fig. S6B, Fig. 5A). *Isg15* marked a cluster of IFN dominated CD8^+^ T cells. Lastly, we found a small cluster with CD8^+^ T cells in S phase only (Fig. 5A). Thereafter, aCD49d Ab decreased functionally activated CD8^+^ T cells proportionally compared to isotype treatment (6.6% versus 29.8%; Fig. 5Ai and ii). Dysfunctionally activated and functionally activated CD8^+^ T cells are transcriptionally distinct as indicated by significant DE genes associated with exhaustion (*Ctla4*, *Pdcd1*), migration (*Ccl4*, *S100a11*), and tissue-residency (*Cxcr6*) (Fig. 5B). Contrastingly, functionally activated CD8^+^ T cells differentially upregulated effector gene *Ly6c2* (Fig. 5B). Flow cytometry further validated that aCD49d Ab treatment significantly reduced activation as demonstrated by PD-1 production in CD8^+^ T cell as compared to isotype treatment (Supp Fig. S7Ai and ii). Meanwhile, aCD49d Ab treatment showed a nonsignificant reduction in CD8^+^ T cell activation marked by CD69 expression (Supp Fig. S7Bi and ii). Furthermore, CD49d^high^ CD8^+^ T cells expressed significantly increased expression of granzyme B than did CD49d^low^ CD8^+^ T cells within TBI mouse brains (Fig. 5Ci and ii; gating is shown in Supp Fig. S8). Similarly, CD49d^high^ CD8^+^ T cells expressed significantly increased expression of Ly6C than did CD49d^low^ CD8^+^ T cells within TBI mouse brains (Fig. 5Ci and iii). aCD49d Ab treatment significantly %CD49d^high^ CD8^+^ T cells and %Granzyme B^+^ CD8^+^ T cells in aged mice after 2 months post TBI (Fig. 5Di and ii). aCD49d Ab treatment also led a nonsignificant reduction of %Ly6C^+^ CD8^+^ T cells in aged mice after 2 months post TBI (Fig. 5D iii).

**Fig. 5:**
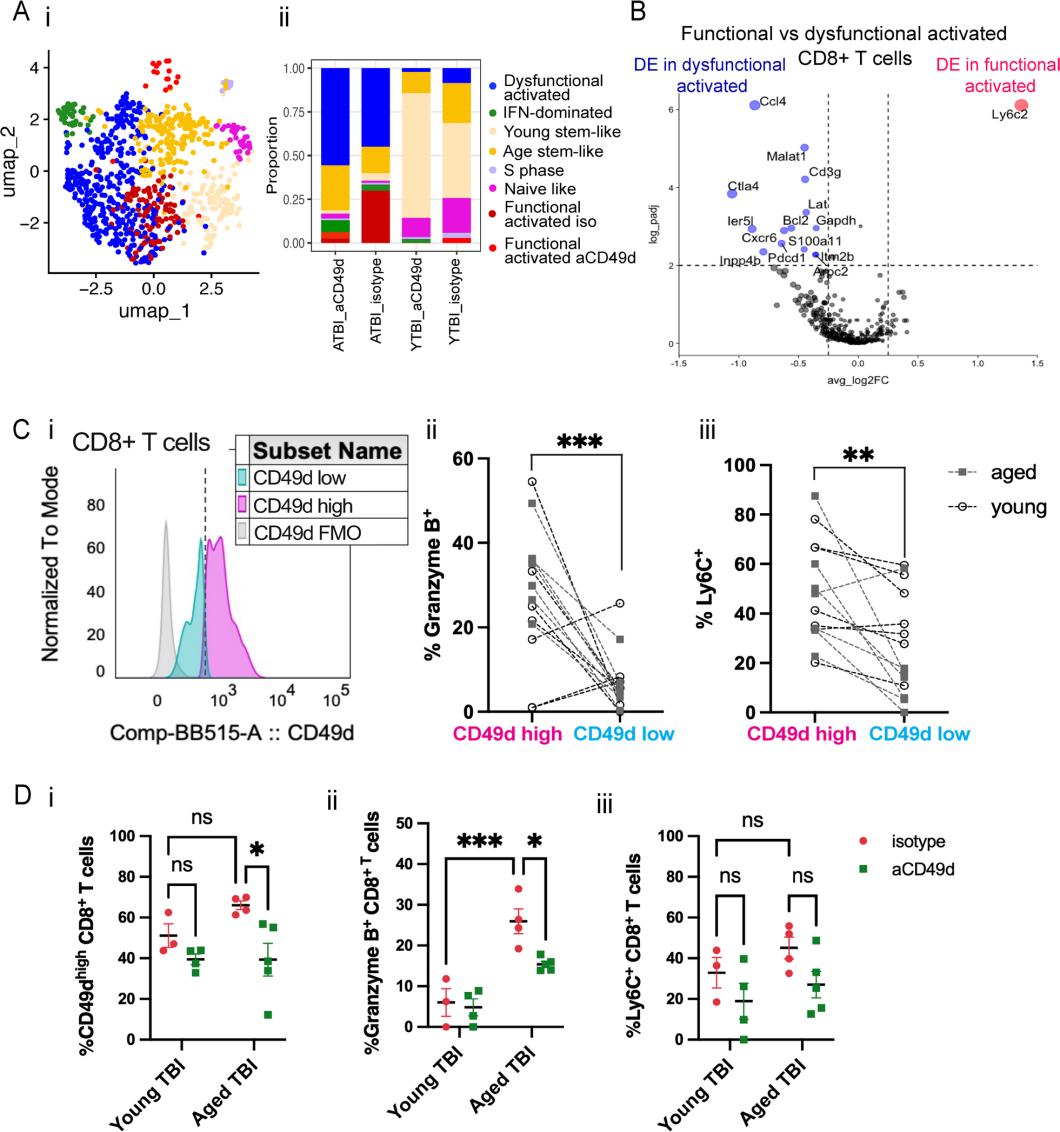
aCD49d Ab treatment reduces CD8 + T cells that exhibit higher effector status in aged mouse brains after TBI. **A** i. UMAP showing distribution of CD8 + T cell subtypes based on various T cell differentiation states. ii. Bar graph demonstrating proportion of different T cell differentiation states across samples. **B** Volcano plot depicting DEGs in functional vs dysfunctional activated CD8 + T cells within the brains of aged, injured mice two months post TBI. ATBI: aged TBI mouse brains. YTBI: young TBI mouse brains. **C** i. Histogram showing cutoff for CD49d high vs CD49d low in CD8 + T cells. ii. Comparison of % granzyme B high in CD49d high vs CD49d low CD8 + T cells. iii. Comparison of % Ly6C high in CD49d high vs CD49d low CD8 + T cells. **D** i. % CD49d high in CD8 + T cells across TBI samples. ii. % granzyme B high in CD8 + T cells across TBI samples. iii. % Ly6C high in CD8 + T cells across TBI samples. Data are from one independent experiment and shown as the mean ± SEM. 2-tailed paired student’s t test, n = 12 for **C**. 2-way ANOVA with Tukey’s multiple comparisons test for **D**, n = 3–5/group, *p < 0.05, **p < 0.01, ***p < 0.001

### aCD49d Ab repopulated MHCII high macrophages within aged brains with chronic TBI

Given the unexpected observation of elevated GM-CSF in aged TBI mice after aCD49d treatment (Fig. 3Av), we compared the number of macrophages, monocytes, and microglia between experimental groups (known responders subject to be affected by GM-CSF). Using previously published gating [7, 8], we found that while monocytes and microglia numbers remained relatively stable regardless of treatment (Supp Fig. S9B, C), brain macrophage numbers in aged TBI mice doubled after aCD49d Ab treatment as compared to isotype control (Supp Fig. S9A). To date, our understanding of brain macrophages is limited, particularly in the context of TBI. Brain macrophages in our samples could be subdivided based on their MHCII status. This is particularly relevant given recent reports indicating that MHCII status is connected with the ontogeny of brain macrophages and the importance of these cells in connection to brain homeostasis and disease [10–12]. Therefore, in a separate experiment, we scrutinized the quantity of brain macrophages in the context of age, injury, and treatment status. Subsequently, we observed an age-associated change in the quantity of macrophages based on MHCII status at basal levels: aged sham mice had attenuated MHCII^high^ macrophages (Fig. 6Ai) yet significantly increased MHCII^low^ macrophages (Fig. 6Aii) as compared to their younger counterparts. 2 months post TBI, aged mouse brains had significantly fewer MHCII^high^ but not MHCII^low^ macrophages as compared to young mouse brains (Fig. 6Ai and ii). Repeated aCD49d Ab treatment appeared to upregulate MHCII^high^ macrophages in the aged TBI mouse brains, corresponding to elevated GM-CSF in aged TBI mice with treatment (Fig. 6Ai). To our surprise, aCD49d Ab treatment significantly reduced MHCII^low^ macrophages in the aged sham mouse brains. No other changes were noted after aCD49d Ab treatment in other sham groups. Indeed, recruited monocyte-derived macrophages are capable of differentiating into tissue-specific macrophages and become long-lived CNS boarder-associated macrophages (BAMs; 10). Conversely, some BAMs can self-maintain, thereby retaining their yolk sac origin [10]. To further decipher their identify, CD45^+^CD64^+^ macrophages from aged TBI mouse brains were gated on key surface markers for BAM including CLEC12A, MHCII, P2RX7, MMR, FOLR2, NRP1, CD63 (gating strategy shown in Supp Fig. S10), as described previously [10]. As a result, we identified 6 BAM subtypes: MHCII^low^ dural BAM (D-BAM), MHCII^low^ subdural BAM (SD-BAM), MHCII^low^ choroid plexus epiplexus BAM (CP^epi^-BAM), MHCII^low^ choroid plexus BAM (CP-BAM), MHCII^high^ D-BAM, MHCII^high^ CP-BAM. These BAMs reside in different brain compartments as depicted in Fig. 6Bi where MHCII^low^ and MHCII^high^ D-BAMs are found in the dura mater, MHCII^low^ and MHCII^high^ CP-BAMs in the choroid plexus stroma, CP^epi^-BAMs in the apical CP epithelium, and SD-BAms in the subdural. With aging, we noted a reduction in MHCII^high^ D-BAMs (Fig. 6Aiii) and increases in MHCII^low^ D-BAMs, CP^epi^-BAMs, and CP-BAMs (Fig. 6Aiv), consistent with the age-associated changes in MHCII^high^ and MHC^low^ macrophages seen in Fig. 6Ai and ii. In relation to aCD49d treatment, we observed a nonsignificant increase in MHCII^high^ CP-BAM and MHCII^low^ CP^epi^-BAM in aged mice post TBI as compared to isotype treatment (Fig. 6Aii–iv).

**Fig. 6:**
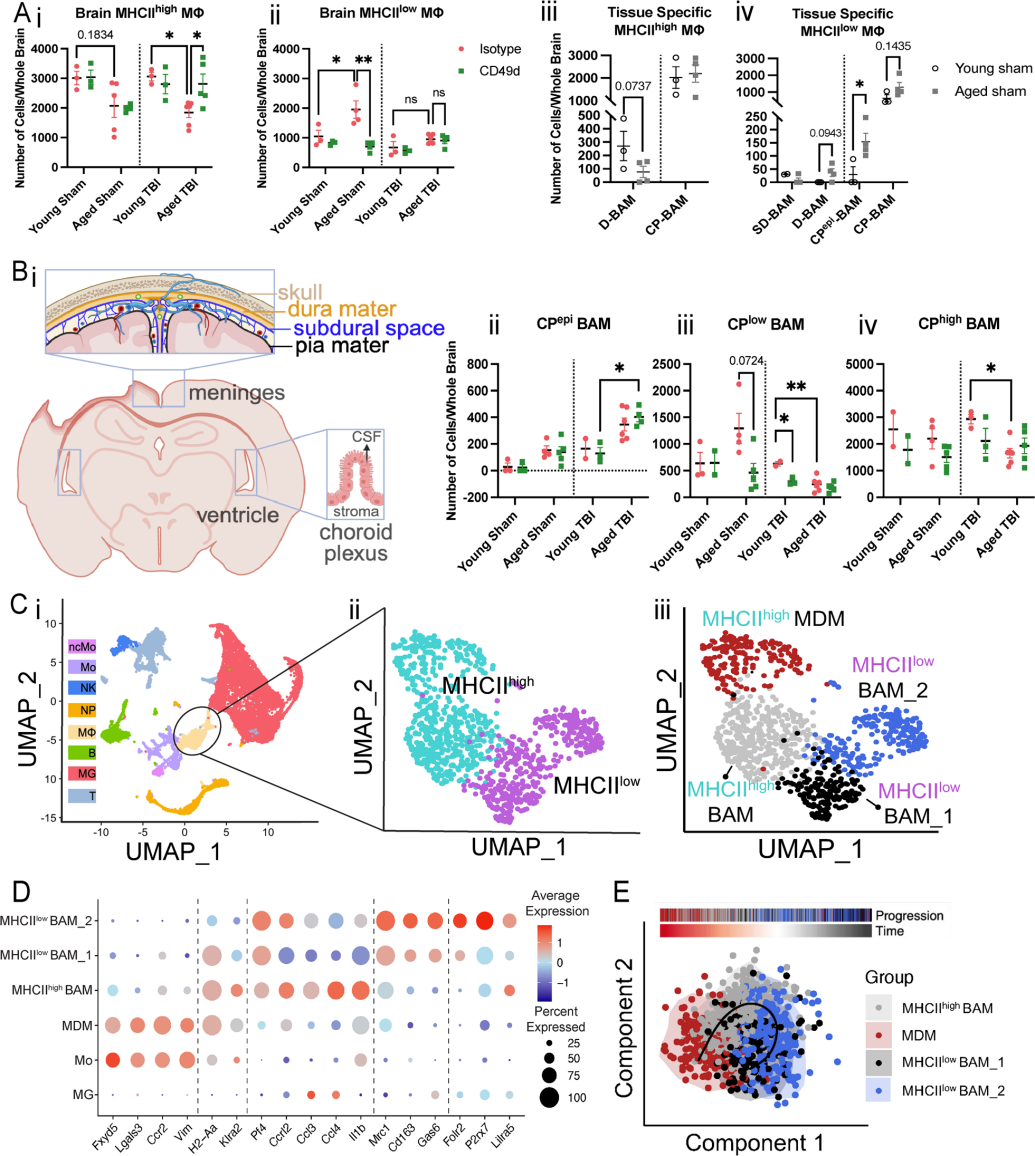
**A** Quantifications of i. MHC^high^ and ii. MHC^low^ brain macrophages in both young and aged mouse brains and iii–iv their tissue specificity in sham mice. D-BAM, dural BAM; SD, subdural BAM; CP, choroid plexus BAM. **B** i. locations of BAMs in different compartments of the brains. Ii–iii. Quantifications of CP BAMs across different sample groups. Data are from one independent experiment and shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test for i and ii, Student’s t-test for iii and iv. n = 2–6/group, *p < 0.05, **p < 0.01. **C** UMAP plot showing i. CD45 + immune cells isolated from 4 samples (young isotype TBI, young aCD49d TBI, aged isotype TBI, aged aCD49d TBI) for single-cell RNA seq experiment and clustered into 8 cell types by specific markers. ncMO, nonclassical monocytes; Mo, monocytes; NK, natural killer cells; NP, neutrophils; MΦ, macrophages; B, B cells; MG, microglia; T, T cells. ii. UMAP plot showing MHC^high^ and MHC^low^ macrophage cluster and iii. identified subsets within the macrophage cluster. MDM, monocyte-derived macrophages; BAM, CNS boarder-associated macrophages. **D** Dot plot showing markers used to identify different macrophage subsets and Itga4 (CD49d) and compare their expression with Mo and MG. **E** SCORPIUS trajectory inference on the macrophage cluster

### aCD49d Ab treatment induced transcriptome changes in macrophages in aged but not young brains with chronic TBI

Focusing on the macrophage based on MHCII status, we separated macrophages into MHCII^high^ and MHCII^low^ clusters (Fig. 6Cii). Given that macrophages in the mouse brains exhibited distinct transcriptional states depending on their ontogeny and tissue environment, we further divided macrophages into four subclusters (Fig. 6Ciii and D). The monocyte-derived macrophage (MDM) subcluster was characterized by their monocyte origins and recruitment (*Ccr2*, *Fxyd5*, *Lgals3*, *Vim*), whereas the BAM subcluster universally expresses *Pf4*. Based on recently reported gene markers differentially expressed in MHCII^low^ versus MHCII^high^ BAMs (*Mrc1*, *CD163*, *Gas6* versus *H2-Aa*, *Klra2*), we identified a MHCII^high^ BAM subcluster and two MHCII^low^ BAM subclusters which differed by the expression of signature genes specific for meningeal MHCII^low^ BAMs (*Folr2*), SD-BAMs (*P2rx7*), and CP-BAMs (*Lilra5*) [10]. Interestingly, the MHCII^high^ BAM subcluster showed enriched expression of *Ccrl2*, *Ccl3*, *Ccl4*, and *ll1b*, indicating an increased migration ability and inflammation (Fig. 6D).

Significantly upregulated DE genes (adjusted P < 0.01, log2(FC) > 0.25, present in at least 50% of the cells) in the MDMs within the aCD49d Ab-treated versus isotype-treated aged TBI groups were associated with macrophage activation/polarization including the T cell–interacting activating receptor on myeloid cells 1 (*Tram1*), late endosomal/lysosomal adaptor MAPK and MTOR activator 1 (*Lamtor1*), the receptor for activated protein C kinase 1 (*Rack1*), and eukaryotic elongation factor 1A1 (*eEF1A1*). These genes are associated with cytokine production (Supp Fig. S11Ai and iii). Top DE genes in the MHCII^low^ BAM_2 cluster in aCD49d Ab-treated versus isotype-treated aged TBI groups included *Cd86*, and BAM signature genes *Pla2g7*, *Ninj1*, and *Clec4n* encoding platelet-activating factor acetylhydrolase, ninjurin 1, and C-type lectin domain family 4, respectively, with enriched pathways including negative regulation of activated T cell proliferation (Supp Fig. S11Aii and iii). We did not identify any significant DE genes in the MHCII^low^ BAM_1 cluster between aCD49d Ab-treated and isotype-treated aged TBI groups, and significant DE genes in the MHCII^high^ BAM between aCD49d Ab-treated versus isotype-treated aged TBI groups overlapped with those in the MDM cluster (data not shown). On the other hand, comparing aCD49d Ab treated versus isotype-treated young TBI groups within the four clusters, all DE genes were without significance. When performing trajectory inference, these cells were ordered along a line for inferring developmental chronologies from MDM to either BAM groups (Fig. 6E) with the most predictive genes clustering into modules and depicted in a heatmap (Supp Fig. S12).

## Discussion

Immediately upon TBI, parenchymal microglia converge upon the injury and initiate a cascade of immune events in conjunction with the surrounding astrocytes [16, 17]. This immune cascade releases cytokines and chemokines to recruit peripheral innate immune cells to lesion areas, serving as the first line of defense to resolve injury and remove cellular debris. Indeed, numerous cytokines and chemokines are produced by systemic leukocytes, glial cells, and even neurons, all acting in concert as critical regulators of the injury process [18]. Though traditionally viewed as pro- or anti-inflammatory in action, these regulators are now classified based on their receptor interactions with a net effect aiming to limit the spread of the injury and restore homeostatic balance [19]. Unfavorable TBI outcomes have been linked to five major mediators including IL1, IL6, TNF, TGFβ, and IL10 as well as neutrophil chemokines CXCL1/2 [19–21]. Poorer prognosis for older TBI mice is partially attributable to markedly more IL1, IL6, IL22 (part of IL10 family), TNFα and CXCL1/2 in both the periphery and with the injured brain as compared to their younger counterparts after acute TBI (Fig. 2, Supp. Fig. S4). Furthermore, at 2 months post-TBI aged mice express elevated chemoattractants including CCL7 and CCL11 in their brains, with CXCL1 remaining high (Fig. 3). Chronically high neutrophil chemokines lead to vigorous neutrophil recruitment. Along with other infiltrating leukocytes, these over-accumulating peripheral innate immune cells release toxic molecules including pro-inflammatory cytokines, free radicals, and proteases within the injured brain, causing toxicity to neurons and promoting secondary tissue damage [19, 22, 23]. By deciphering the age-specific differential cytokine and chemokine response after TBI, our study revealed that aCD49d Ab treatment could markedly attenuate these age-associated, heightened, and toxic cytokine and chemokine responses post TBI. This, in turn, improved outcomes in aged mice (Figs. 2 and 3, Supp Fig. S4).

Our findings are consistent with recently published data showing a T helper 1/T helper 17 (Th1/Th17) polarization in the blood and with the injured brain up to 3 weeks after TBI, preceding CD8^+^ T cell infiltration during the chronic phase [24, 25]. Moreover, compared to young mice, aged mice further upregulated Th1/17 immunity as indicated by elevated IL12(p70) and IL17A levels within the first week post-TBI in both the blood and within the injured brain (Fig. 2 and Supp Fig. S4A; [26]). Th1 and Th17 responses exaggerate inflammation [27]. The Th17 response can further enhance the cytotoxicity of CD8^+^ T cells once infiltrated into the injured brain thereby accelerating neuroinflammation and, ultimately, lead to demyelination [25, 28, 29]. Meanwhile, the Th2 response is neuroprotective and is reduced after TBI [25, 27]. Our data show that aCD49d Ab treatment significantly mitigated the increased Th1/Th17 polarization in aged mice during acute TBI and augmented a neuroprotective Th2 polarization with upregulation of IL-4 and IL-13 in the late phase of TBI (Fig. 2, Fig. 3Bii, and Supp Fig. S4A; 8). Additionally, we cannot exclude the possibility of the Th2 response being derived from the group 2 innate lymphoid cells (ILC2s), as they can also produce IL-4 and IL-13. Furthermore, ILC2s are also known to produce GM-CSF [28, 29]. An additional source of Th polarization is the effect of aCD49d Ab treatment on the response of local γδ T cells. Emerging studies have indicated the role of unconventional γδ T cells in neuroinflammation. For instance, they could proliferate locally and express IL-17A and IFN-γ to aggravate lesions in spinal cord injury and secondary injury after intracerebral hemorrhage [30, 31]. Further, our findings showed that aCD49d Ab treatment markedly blocked CD8^+^ T infiltration as indicated in the snapshot of CD8^+^ T infiltration measured in the in vivo CD45^+^ labeling and the total number of CD8^+^ T in the brain parenchyma post TBI in aged mice (Fig. 1F and H). The augmented Th2 response by aCD49d Ab during the chronic phase of TBI is likely due to attenuated cytotoxicity of CD8^+^ T cells as similar results were reported in genetic deficiency or pharmacological depletion of CD8^+^ T cells [25]. It is important to note that the depletion of CD4^+^ T cells does not improve neurological outcomes post TBI [25]. Hence, the age-specific therapeutic effects observed in repeated aCD49d Ab treatment is largely attributed to the blockade of CD8^+^ T cell infiltration and suppression of the age-associated, heightened, and toxic cytokine and chemokine response.

Normal aging results in decreased function of T cells, including reduced proliferation, reduced survival potential, short-lived effector T cells, and diminished long-term T-cell memory [32]. Furthermore, previously published data have shown that aging results in increased numbers of CD8^+^ T cells within the brains of both mice and humans [33]. Recent studies have shown that the age-associated CD8^+^ T cell dysfunction in mouse brains is likely related to T cell senescence, which is driven by elevated cytokines rather than specific antigens and displays a proliferation defect [34, 35]. Another study reported that CD8^+^ T cells expressing the programmed cell death protein 1 (PD-1), indicative of CD8^+^ T cell dysfunction, accumulate in the aged mouse brain [36]. Our findings revealed that compared to young mice brains, aged mouse brains have two pools of CD8^+^ T cells: those which constantly infiltrate from the blood and those which have acquired residency but are dysfunctional. Our findings posit that aCD49d Ab exert its therapeutic effects through targeting the pathologic CD8 + T cell infiltration (Fig. 5Di), in turn leading to a reduction of functionally activated CD8^+^ T cells within the aged mouse brains after TBI (Fig. 5A and B). Repeated aCD49d Ab treatment led to a profound reduction of PD-1^+^ and Granzyme B^+^ CD8^+^ T cells within the brains of aged mice as compared to isotype control-treated mice (Supp Fig. S7 and Fig. 5Dii). This resulted in less clonal expansion throughout chronic TBI (Fig. 4E and F). In agreement with prior work in a cancer model, we found that CD49d^high^ CD8^+^ T cells exhibit greater cytotoxic potential than CD49d^low^ CD8^+^ T cells within TBI mouse brains as indicated by Granzyme B and Ly6C expression (Fig. 5Cii and iii). In TBI, CD8^+^ T cells have been found to exacerbate the index injury and cytotoxic CD8^+^ T cells have been documented to cause direct cytotoxic effects on neurons [37–40].

The current study further provided insights to the border-associated macrophages (BAMs), a small population that resides in the choroid plexus, meningeal and perivascular spaces. Akin to current literature, our study showed a portion of the overall BAMs being replenished by monocyte-derived macrophages (MDMs). Monocytes represent a major element of this cellular infiltration. They enter into the injured brain, giving rise to macrophages and contributing to scar formation, tissue resolution, and acute neuronal death [41–43]. In contrast, some BAMs can self-repopulate depending on their ontogeny [10–12]. aCD49d Ab treatment significantly upregulated GM-CSF (Fig. 3Av) and increased the overall macrophage population in the aged mouse brain 2 months post TBI (Supp Fig. 6A). Meanwhile, aCD49d Ab treatment had major effects on MHCII^high^ macrophages within the aged brains but little effect on MHCII^low^ macrophages at 2 months post TBI (Fig. 6Ai and ii). Thus, it appears that aCD49d Ab treatment facilitates the turnover of MHCII^high^ BAM by promoting the conversion of MDMs into BAMs. Based on our findings, we surmise that MHCII^high^ MDM-converted BAMs might further become MHCII^low^ BAMs (Fig. 6E). This potentially explains the decreased MHCII^high^ BAMs and increased MHCII^low^ BAMs that we observed in aged sham mice as compared to young sham mice: MDMs are uniformly MHCII^high^ but might lose MHCII expression when they acquire a BAM profile. Indeed, MHCII expression on macrophages is regulated by environmental stimuli such as the gut microbiome for gut macrophages and their ontogeny [10–12]. Transcriptomically, with aCD49d Ab treatment, MDM cluster upregulated essential genes, including *Lamtor1* and *eEF1A1,* that have been found to drive the macrophage activation to the tissue repair phenotype, also known as M2-like macrophages (Supp Fig. S8Ai; [44, 45]). Furthermore, an augmented Th2 response, indicated by elevated IL-4 and IL-13, polarizes macrophages towards the tissue repair phenotype [46]. It is worth noting that CCL2 was slightly increased with repeated aCD49d Ab treatment in aged mouse brains at 2 months post TBI (Fig. 3Aiv). This implies that the recruited monocytes are quickly converted to anti-inflammatory macrophages at the site of injury and participate in the repair process [47, 48]. Polarization of a subset of macrophages to a M2-like anti-tumor phenotype has been observed in glioblastoma and lung cancer [49, 50].

Our study was limited due to the nature of single-cell RNAseq. Further experiments such as bulk RNAseq, which has a higher sequencing depth, and quantitative real-time PCR will be helpful to validate our DE findings. Additionally, the meninges were not included in our analysis, where a subpopulation of BAMs reside. This explains the limited number of dural and subdural BAMs, as displayed in Fig. 6 Aiii and iv. Given that CCI is an invasive model of TBI whereby the meninges are broken down, it is also possible that BAMs extravasated into the brain parenchyma allowing for their detection. Until recently, the function of BAMs is poorly understood and largely understudied as compared to microglia [51]. Emerging studies have unveiled unrecognized heterogeneity and tissue specificity of different BAM populations and their contributions to brain homeostasis and certain diseases [10–13]. However, BAMs in the context of TBI are understudied. Our data suggest that aging, TBI, and MHCII class status collectively impact the complexity and heterogeneity of BAMs. Further characterization incorporating these factors is critical and can complement our findings as well as deepen the understanding of brain macrophages, a highly heterogeneous population of cells that are orchestrated to perform various specialized functions. Our future research will focus on detailing the relationship between BAMs and CD4 + T cells as BAMs can act as a local antigen presenting cells. Deciphering how BAMs interact with CD8^+^ T cells in the brain during both homeostasis and injury/disease may have future therapeutic implications. Other limitations of the study are that didn’t include female mice in our cohort due to potential differential TBI outcomes derived from age, sex, and the interactions of age and sex. Future studies should prioritize to uncover the dual effect of age and sex on TBI outcomes. Additionally, though unlikely, aCD49d Ab might cross TBI-induced impaired BBB during acute injury which can directly affect immune cells within the brain and confound our findings. For instance, it is known that CD49d is associated with macrophages but not microglia, allowing migration and cellular adhesion to their specific locations within the brain [52]. Future studies measuring CD49d expression in other brain cells will render more evidence to make further conclusions. Last but not least, current study did not include neuropathology to assess brain lesion volumn and hippocampal neurodegeneration.

The US population is aging at an unprecedented rate with the projected number of Americans aged 65 years and older to be greater than 50% by 2050 [53]. TBI in older adults is a growing public health concern that requires a focused, age-specific, approach. As such, our findings have high clinical relevance for treating TBI in older patients. aCD49d Ab (Natalizumab) has undergone phase 1, 2, and 3 clinical trials and is currently FDA approved for use in acute stroke, relapsing forms of multiple sclerosis, and Crohn’s disease-induced inflammation [54–57]. Unlike reports stating no effect was seen in the chronic phase of stroke, aCD49d Ab improved functional outcomes during the chronic phase (2 months) of TBI in our model [54, 58]. Compared to antiCD8 Ab therapy, which depletes CD8^+^ T cells entirely, aCD49d Ab does not lead to long-term immunosuppression and could be administered intravenously as a one-time treatment as soon as a diagnosis of TBI is made in the geriatric trauma patient. Additionally, ACD49d Ab therapy has the potential to beneficial in other age-associated neurodegenerative diseases associated with CD8^+^ T cell infiltration, such as Alzheimer’s disease and Parkinson’s disease [59, 60].

We have previously published that blocking the infiltration of CD8^+^ T cells with aCD49d Ab improved survival, neurocognitive outcomes, and motor function in aged mice after TBI [8]. The current study shows that the mechanisms underlying this protection include a significant attenuation of CD8^+^ T cell cytotoxicity, an age-associated, heightened, and toxic cytokine and chemokine response, along with an augmented neuroprotective Th2 response. In summary, this study comprehensively examined the putative mechanisms leading to worse TBI outcomes aged subjects. It adds substantially to our understanding of aging as a significant risk factor for poor outcomes after brain trauma. In light of these findings, future clinical trials should consider aCD49d Ab as a novel, age-specific, treatment for TBI and other neurodegenerative disease processes.

## Methods

### Mice

C57BL/6 mice were used in all experiments with aged mice from National Institute on Aging (NIA) aged rodent colonies (Gaithersburg, MD) and young mice from Jackson Laboratory (Bar Harbor, ME). All mice were housed in a barrier facility at the Northwestern University Center for Comparative Medicine (Chicago, IL). Young adult mice underwent TBI versus sham injury at 13–15 weeks of age (n = 25), and aged mice underwent TBI versus sham injury at 80–82 weeks of age (n = 31). Animals were housed in ventilated cages under standard conditions at a temperature of 24 °C and a 12-h light/dark cycle with ad libitum access to standard food and water.

### Sex as a biological variable

Our study only utilized male mice, and this is a limitation of the current study. Our prior data shows that aged female mice have marked neurocognitive and transcriptional differences after TBI as compared to aged male mice [61]. Because of this clear difference in sex difference in post-TBI outcomes in aged mice, we limited our study to male mice.

### Controlled cortical impact

TBI or sham injury was induced via controlled cortical impact (CCI), as previously published by our laboratory [7, 8, 62]. Animals were anesthetized with 50 mg/kg Ketaset Ketamine (Fort Dodge, IA) and 2.5 mg/kg xylazine (AnaSed; Shenandoah, IA) via intraperitoneal injection. All mice underwent a medial 1-cm longitudinal incision to expose the skull. TBI mice underwent a 5-mm craniectomy located 2 mm to the left of the sagittal suture and 2 mm rostral to the coronal suture over the M1/S1 cortex. The dura mater was intact. TBI mice then received a 2-mm depth injury delivered by a 3-mm impacting tip at 2.5 m/s with a 0.1-s dwell time. The incisions were closed using VetBond 3 M (Santa Cruz Animal Health, Dallas, TX). Sham animals underwent anesthesia and scalp incision only. Postoperative analgesia (0.1 mg/kg buprenorphine SR) was administered to all mice.

### Anti-CD49d antibody treatment

Mice were treated with 300 µg anti-CD49d (BE0071, clone: PS/2; Bio X Cell) or isotype control (BE0090, clone: LTF-2; Bio X Cell) in *InVivo*Pure Dilution Buffer (pH 6.5 for anti-CD49d Ab or 7.0 for isotype control) 2 h after CCI or sham surgery, followed by injection every second week until termination of the experiments as we have previously published [8].

### 5-ethynyl-2′ -deoxyuridine (EdU) administration

Mice were treated with EdU (5 mg/ml; invitrogen) in PBS (pH 7.4) daily via intraperitoneal injection at a dose of 50 mg/kg body weight for 3 days before saline perfusion. 50 mg/kg EdU is the saturating dose and is adequate for labeling proliferating cells at near saturation levels in the adult mouse brains [63]. EdU was detected using a Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit (C10635; Invitrogen) following the manufacturer’s instructions.

### Intravascular labeling

For intravascular labeling experiments, 200 μL total volume of 3 μg or 15 μL of BUV661 CD45 (612,975, BD Biosciences) in 285μL PBS was injected via retroorbital injection 2 h before euthanasia.

### Behavioral testing

All tests were performed in the Northwestern University Behavioral Phenotyping Core during the light phase cycle. Experiments and analyses were performed in a blinded fashion with regard to surgery status and treatment.

### Y maze assay of spontaneous alternation

Y maze testing was conducted 30 days post-TBI to measure the spatial working memory [64]. The mouse was placed in a Y-shaped maze with three arms of identical dimensions at a 120° angle from each other. The mouse was introduced at the base of the arm forming the stem of the Y with its nose towards the center of the maze and allowed to explore the arms freely. The mouse was observed for five minutes, and its movement was recorded. The order of arm entries was analyzed for spontaneous alternation (SA). The box was cleaned with 70% ethanol in between trials to minimize olfactory cues. The video was captured and analyzed by LimeLight 4 software (Actimetrics, Wilmette, IL).

### Rotarod

Rotarod was conducted 45–50 days post-TBI to measure the motor coordination [65]. The mice were placed onto a five-lane rotarod device with the latency to fall (s) being recorded. Five mice ran together per trial (4 trials per day) and underwent three-day habituation trials at a constant speed of 12RPM for a maximum of 5 min. On day 4–5 acceleration trials, rotarod accelerated from 4 to 40 RPM over 5 min. The trials ended when the mouse fell from the rod. The equipment was cleaned with 70% ethanol in between trails to eliminate olfactory cues. Individual scores from four trials were averaged and evaluated between different injury and treatment groups.

### Tissue harvesting and blood collection

For the experiment in Supplement Fig. S3, blood sampling via submandibular blood collection was performed using GoldenRod animal lancet (Medpoint Inc). For all rest experiments, depending on the experimental approach, mice were euthanized at either 3 days or 2 months post injury via carbon dioxide inhalation consistent with the AVMA guidelines. Blood was collected from euthanized mice via cardiac puncture using a 25-gauge syringe. Collected blood was transferred into an EDTA tube and then centrifuged for 15 min at 3000 rcf for plasma collection. Plasma samples were stored at − 80 °C until analysis. The cadavers were then perfused through the aorta with 20 mL of 4 °C 1 × Hank’s balanced salt solution (HBSS). Brains were excised and placed in ice-cold HBSS until processing.

### Preparation of brain homogenates for Luminex multiplex assay

Brains were separated into ipsilateral and contralateral hemispheres. 500 µL of cell lysis buffer (EPX-99999–000; Invitrogen) was added to each hemisphere in M-tubes followed by homogenization with a MACs dissociator (Miltenyi Biotec, Inc) according to the manufacturer’s instructions. Samples were then centrifuged at 16,000*g* for 10 min at 4 °C. Centrifugation was repeated several times until we obtained clear samples. Subsequently, the supernatants of each sample were transferred to new microcentrifuge tubes and stored at − 80 °C until analysis.

### Multiplex cytokine assay

Cytokine profiling of plasma and brain tissue homogenates was performed using the Th1/Th2 Cytokine and Chemokine 20-Plex Mouse ProcartaPlex kit (EPX200-26090–901; Invitrogen) and measured Th1/Th2: GM-CSF, IFNγ, IL-1β, IL-2, IL-4, IL-5, IL-6, IL-12p70, IL-13, IL-18, TNFα and chemokines: eotaxin (CCL11), GRO alpha (CXCL1), IP-10 (CXCL10), MCP-1 (CCL2), MCP-3 (CCL7), MIP-1α (CCL3), MIP-1β (CCL4), MIP-2, RANTES (CCL5). 25 µL of plasma and brain tissues per animal were assayed according to the manufacturer’s instructions and then read on a Luminex 200 instrument (Luminex Corporate, Augtin, TX). Analysis was performed using Thermo Fisher’s Procarta Plexanalyst application to determine the concentration (pg/ml) of each cytokine/chemokine based on the standard curve.

### Preparation of brain derived immune cells for flow cytometry and sequencing

For flow cytometry and scRNAseq experiments, brain cells were isolated as we have previously described [7, 8]. Cell debris was removed using the Debris Removal Solution (130–109-398; Miltenyi Biotec) and a single cell suspension was made. For sequencing experiments, cells were washed and sorted. CD45^+^ cells were sorted on a BD FACSAria cell sorter (BD Biosciences, San Jose, CA) 2 months post-TBI or sham surgery using our previously published gating strategy [7].

### Flow cytometry

Cell surface staining was performed using the following antibodies: Fixable Viability Dye eFluor 506 (65–0866-14; Invitrogen), CD45 BUV395 (clone: 30-F11, 564,279; BD Biosciences), CD11b eFlour 450 (clone: M1/70, 48–0112-82; Invitrogen), TCRgd BUV737 (clone: GL3, 748,991; BD Biosceinces) CD3 FITC(clone: 17A2, 11–0032-82; Invitrogen), CD8 PerCP-Cy5.5(clone: 53–6.7, 1,299,159; BD Biosciences), CD4 AF700(clone: RM4-5, 557,956; BD Biosciences), CD64 BV786 (clone: X54-5/7.1, 741,024; BD Biosciences), I-A/I-E PE-Cy7 (clone: M5/114.15.2, 107,629; BioLegend), CD206(MMR) BB515 (clone: C068C2, 141,703; BioLegend), CD11b APC-Cy7 (clone: M1/70, 557,657; BD Biosciences), CD304 (Neuropilin-1/NRP1) BV421 (clone: 3E12, 145,209; BioLegend), FOLR2 PE (clone:10/FR2, 153,303; BioLegend), CD63 PE-CF594 (clone: NVG-2, 143,913; BioLegend), P2X7R PE-Cy7 (clone: 1F11, 148,707; BioLegend), I-A/I-E AF700 (clone: M5/114.15.2, 107,622; BioLegend), CD11c BUV737 (clone: HL3, 612,796; BD Biosciences), CD371(CLEC12A) APC (clone: 5D3/CLEC12A, 143,405; BioLegend), CD279 (PD-1) eFlour 450 (clone: J43, 48–9985-80; Invitrogen), CD69 BUV737 (clone: H1.2F3, 612,793; BD Biosciences), CD49d FITC (clone: R1-2, 103,605; BioLegend).

For intracellular staining, Foxp3/Transcription Factor Staining Buffer Set (00–5523099; eBioscience) was used following the provider guidelines. The following antibodies for intracellular staining were used: Tbet BV711 (clone: 4B10, 644,819; BioLegend), GATA3 PE (clone: TWAJ, 12–9966-42; Invitrogen), and RORγt (clone: Q31-378, 562,682; BD Biosciences). For granzyme B measurement, Fixation/Permeabilization buffer kit (88–8824-00; eBioscience) was used following the provider guidelines and we stained the cells with Granzyme B PE (clone: QA16A02, 372,208; BioLegend).

For cytokine assessment of Th cell subtypes, isolated brain cells were stimulated with 50 ng/ml phorbol 12-myristate 13-acetate (PMA), 1 μg/ml ionomycin, and 10 μg/ml brefeldin A (MilliporeSignma) for 4 h at 37 °C. Following the incubation, cells were stained for surface markers including Live/Dead APC-Cy7, CD4 Pacific Blue, CD8 APC, for 30 min at 4 °C. Subsequently, brain cells were fixed and permeabilized with Fixation/Permeabilization buffer kit (88–8824-00; eBioscience) for 30 min at room temperature. Cells were then incubated with IL-17A FITC (clone: eBio17B7, 11–7177-81; Invitrogen), IL-13 PE (clone: eBio13A, 12–7133-41; Invitrogen), and IFN-γ PerCP-Cy5.5 (clone: XMG1.2, 560,660; BD Biosciences) for 30 min at room temperature. For all experiments, 123count eBeads Counting Beads were added for quantification of absolute cell numbers (01–1234-42; Invitrogen). Stained cells were then analyzed on a BD FACSymphony flow cytometer (BD Biosciences), and analysis was performed using flowJo software (version 10.0).

### scRNA and TCRseq library preparation and sequencing

The concentration and viability (> 85%) were confirmed using a K2 Cellometer (Nexcelom Bioscience LLC, Lawrence, MA) with the AO/PI reagent, and ~ 5000 cells were loaded on 10 × Genomics Chip K using the 10 × Genomics Chromium Next GEM Single Cell 5' v2 with immune profiling kit and Controlled (10 × Genomics, Pleasanton, CA). Libraries were prepared according to 10 × Genomics protocols. Libraries were sequenced on an Illumina NovaSeq 6000 instrument (Illumina, San Diego, CA). Bases were called using the Illumina RTA3 method. RNA reads were aligned to the mm10 mouse reference genome and gene expression matrices were generated using Cell Ranger (version 7.2.0). TCR reads were also aligned to the mm10 mouse reference genome and clonotype/contig matrices were generated using Cell Ranger.

### Processing of scRNAseq and TCRseq data

Gene expression matrices were loaded and read into R using the functions Read10x and CreateSeuratObject in the Seurat R package (version 5.0.1; [66]) from the Satija Lab. Background contamination was corrected using R package SoupX (version 1.6.2; [67]). Further quality control was performed as we have previously described [7]. TCR clonotype/contig matrices were also filtered for empty droplets using Cell Ranger. 

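The deposited TCR files hold every barcode that Cell Ranger called a cell with a productive chain, and the step that kept only cells identified as T cells by their transcriptomes was not repeated here. Some of these barcodes had more than 1 productive beta chain, which can mark a droplet with more than 1 cell, and these were kept in the main values. The number was 10 in YTBI_Isotype, 3 in YTBI_aCD49d, 12 in ATBI_Isotype and 22 in ATBI_aCD49d.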

Only TCR sequences associated with T cells were retained in downstream analysis. Corrected and filtered gene expression matrices were SCTransformed and regressed out based on number of reads and features as well as mitochondrial mapping percentage on a per sample basis using Seurat package. Following that, four groups (YTBI_isotype, YTBI_aCD49d, ATBI_isotype, and ATBI_aCD49d) were integrated as recommended for cell type identification using Seurat. Annotation of identified clusters was performed using canonical markers and assisted by SingleR package (version 2.2.0; [68]). The R packages ggplot2 (version 3.4.4) and Seurat were used to plot all plots.

### Downstream bioinformatic analysis

Seurat FindMarkers was used to identify differentially expressed genes (DEGs). Model-based analysis of single-cell transcriptomics (MAST) was chosen to test significance. P values were adjusted for multiple comparisons using the Benjamini–Hochberg procedure. Genes with an adjusted p value less than 0.01 and average log-fold change magnitude greater than 1 were considered significantly differentially expressed. Downstream gene ontology (GO) enrichment analysis was performed using GOrilla with all genes being expressed in the samples as a background. The false discovery rate (FDR) was calculated to correct for multiple tests. SCORPIUS (version 1.0.9) trajectory analysis was performed on macrophage cluster using the proposed workflow with the Spearman correlation being selected [69]. R packages ProjecTILs (version 3.3.0) was used to classify T-cell states and embed our results into reference single-cell maps [14]. Identified T-cell states were overlaid with T cell clonality from TCRseq for further differential expression analysis of clonally expanded or individual T cells. scRepertoire R package (version 2.0.0) was used to examine the TCR clonal space.

### Statistical analyses

For behavioral tests, a two-way ANOVA with Turkey multiple comparisons test was performed to determine the statistical significance between aged sham with isotype, aged sham with aCD49d Ab, aged TBI with isotype, and aged TBI with aCD49d Ab for the following variables: injury and treatment. The same statistical tests were performed in young mice. For cytokine measurements, infiltrating/proliferating immune cell phenotyping, and brain macrophage quantification, a two-way ANOVA with Turkey multiple comparisons test was performed to determine the statistical significance between young TBI with isotype, young TBI with aCD49d Ab, aged TBI with isotype, and aged TBI with aCD49d Ab for the following variables: age and treatment. For quantification of infiltrating/proliferating/total T cells, Th1/Th2/Th17 T cell response, PD-1/Nur77-expressing CD8^+^ T cells, and tissue-specific brain macrophages, a student’s t-test was performed. P was set at P < 0.05, using GraphPad Prism (version 6.01; GraphPad Software Inc USA). Outlier boundaries are 1.5 standard deviations away from the mean of the values.

### Study approval

All procedures were approved by the Northwestern University Institutional Animal Care and Use Committee. All animal experiments were performed and reported in accordance with the ARRIVE guidelines.

## Supplementary Information

Additional file 1. Figure S1. aCD49d Ab treatment reduced CD8+ T cells in the aged brains. A. i-ii. Representative aCD49d Ab lymphocyte depletion in the aged brains is shown. iii-iv. aCD49d Ab treatment specifically reduced CD8+ T cells in the aged brains but not CD4+ T cells. B. i. Representative flow plots showing the gating for infiltrating and proliferating CD45^+^CD11b^-^ and T cells within the brains. C. i-ii. Representative EdU^+^ proliferating cells in the brain are shown. D. Quantifications of i. infiltrating, ii. proliferating, iii. total T cells within aged brains 3 days post TBI. All data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test for A. Student’s t-test for D. n = 5-9/group for A, *p < 0.05, **p < 0.01, ***p < 0.001. n = 3–4/group for D. Figure 2. No effect of aCD49d Ab was seen in the behavioral performances of young mice post TBI. Results of A. rotarod indicated by time spent on accelerating wheels (s) and B. Y maze indicated by %alteration score. Data are from two independent experiments. All data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. n = 8-10/group for A and B. Figure 3. A. Representative flow plots showing the gating for the measurement of different immune cells in the blood. B. gating for CD49d expression measurement. C. Correlation of CD49d expression in different immune cells in the blood with age. All data are shown as the mean ± SEM, Pearson’s correlation analysis, n=15. *p < 0.05, **p < 0.01. Figure 4. Multiplex cytokine analysis in aged and young mice at 7 days post injury. Levels of plasma cytokines including A. IL12p70 and B. IL1β. n =3-4/group, *p < 0.05. All data are from one independent experiment. Data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. Figure 5. Representative flow plots showing the gating for A. CD4+ T cells in the brains and their expression of transcription factors for Th1 (T-bet), Th2 (GATA3), and Th17 (RORgt) response. B. in a separate experiment, brain cells were *ex vivo* stimulated with PMA/ionomycin and incubated with golgi-plug containing brefeldin A for four hours followed by measurement of IFNg, IL-13, and IL-17A expression in CD4+ and CD8+ T cells. Figure 6. A. UMAP showing unsupervised clustering across samples. B. single-cell TCR analysis overlaid on UMAP projections showing distribution of CD8+ T cell clonality. C. Feature plots depicting various T cell differentiations states reveals that brain T cells from aged TBI mice had two pools of activated CD8+ T cells: dysfunctionally and functionally activated. Figure 7. A. i Quantification of PD-1+ and ii. % PD-1+ CD8+T cells in all CD8+ T cells in aged mouse brains with isotype vs aCD49d Ab treatment. B. i Quantification of CD69+ and ii. CD69+ CD8 T+ cells in all CD8+ T cells in aged mouse brains with isotype vs aCD49d Ab treatment. n =3-4/group, *p < 0.05, **p<0.01. All data are from one independent experiment. Data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. Figure 8. Representative flow plots showing the gating for Ly6C+ and Granzyme B+ CD49d high vs CD49d low CD8+ T cells within the brains. Figure 9. Quantifications of A. CD64+ macrophages, B. Ly6c+ monocytes and C. CD45^dim^CD11b+ in both young and aged mouse brains 2 months post TBI. Data are from two independent experiments and shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. n=2-6/group, *p < 0.05, **p < 0.01. Figure 10. Gating strategy for tissue-specific brain resident macrophages or BAM. CD45+CD64+ macrophages from all samples were pooled (concatenated using FlowJo) first followed by being further gated on FOLR2 and NRP1 for dural BAM (D-BAM), MMR and P2RX7 for subdural BAM (SD-BAM), and CD63 for choroid plexus BAM (CP-BAM). Figure 11. Volcano plots displaying genes that are DE (adjusted P<0.01, log2(FC)>0.25) between i. MDMs with aCD49d Ab versus isotype treatment and ii. BAMs with aCD49d Ab versus isotype treatment in aged mice two months post TBI. No downregulated DEs are found in both groups.

## Data Availability

All raw and processed data are available at: GSE260719 pending release.

# Supplementary material for: Anti-CD49d Ab treatment ameliorates age-associated inflammatory response and mitigates CD8+ T-cell cytotoxicity after traumatic brain injury
**Source:** J Neuroinflammation. 2024 Oct 19;21:267. doi: 10.1186/s12974-024-03257-7
**Supplement:** Supplementary file 1 — Additional file 1. Figure S1. aCD49d Ab treatment reduced CD8+ T cells in the aged brains. A. i-ii. Representative aCD49d Ab lymphocyte depletion in the aged brains is shown. iii-iv. aCD49d Ab treatment specifically reduced CD8+ T cells in the aged brains but not CD4+ T cells. B. i. Representative flow plots showing the gating for infiltrating and proliferating CD45+CD11b- and T cells within the brains. C. i-ii. Representative EdU+ proliferating cells in the brain are shown. D. Quantifications of i. infiltrating, ii. proliferating, iii. total T cells within aged brains 3 days post TBI. All data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test for A. Student’s t-test for D. n = 5-9/group for A, *p < 0.05, **p < 0.01, ***p < 0.001. n = 3–4/group for D. Figure 2. No effect of aCD49d Ab was seen in the behavioral performances of young mice post TBI. Results of A. rotarod indicated by time spent on accelerating wheels (s) and B. Y maze indicated by %alteration score. Data are from two independent experiments. All data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. n = 8-10/group for A and B. Figure 3. A. Representative flow plots showing the gating for the measurement of different immune cells in the blood. B. gating for CD49d expression measurement. C. Correlation of CD49d expression in different immune cells in the blood with age. All data are shown as the mean ± SEM, Pearson’s correlation analysis, n=15. *p < 0.05, **p < 0.01. Figure 4. Multiplex cytokine analysis in aged and young mice at 7 days post injury. Levels of plasma cytokines including A. IL12p70 and B. IL1β. n =3-4/group, *p < 0.05. All data are from one independent experiment. Data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. Figure 5. Representative flow plots showing the gating for A. CD4+ T cells in the brains and their expression of transcription factors for Th1 (T-bet), Th2 (GATA3), and Th17 (RORgt) re

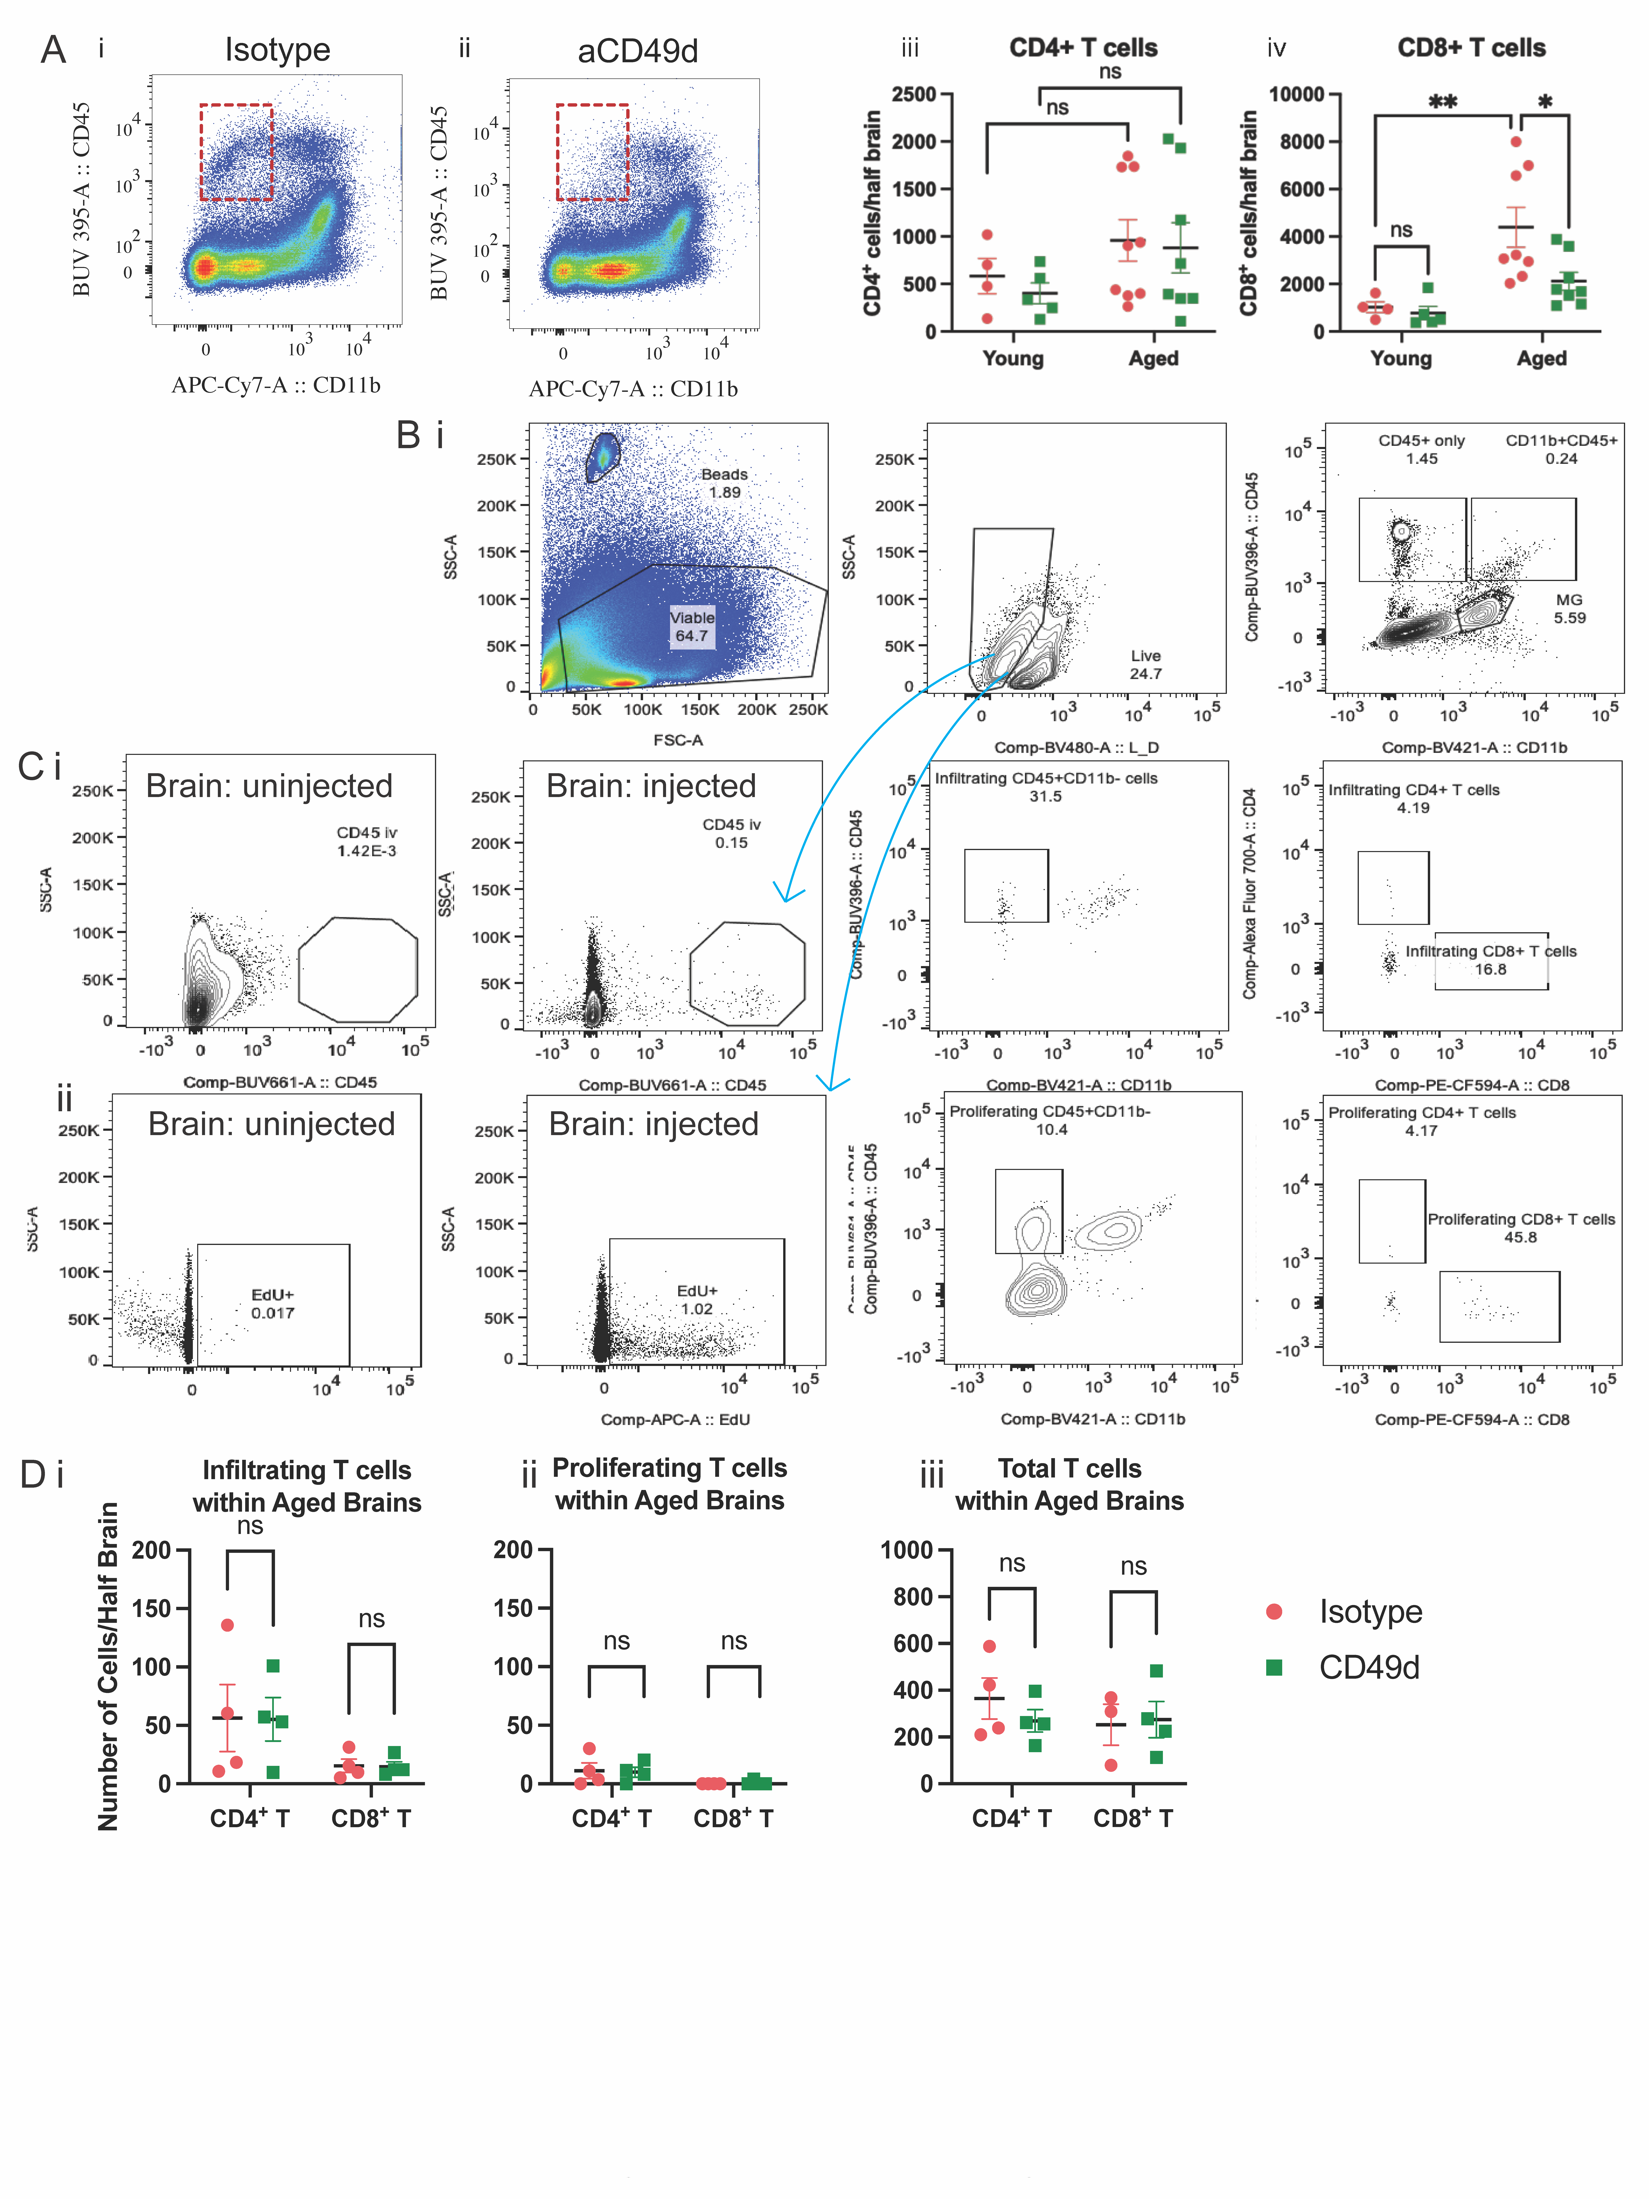

Supplement Figure 1. **aCD49d Ab treatment reduced CD8+ T cells in the aged brains.** A. i-ii. Representative aCD49d Ab lymphocyte depletion in the aged brains is shown. iii-iv. aCD49d Ab treatment specifically reduced CD8+ T cells in the aged brains but not CD4+ T cells. B. i. Representative flow plots showing the gating for infiltrating and proliferating CD45^+^CD11b^-^ and T cells within the brains. C. i-ii. Representative EdU^+^ proliferating cells in the brain are shown. D. Quantifications of i. infiltrating, ii. proliferating, iii. total T cells within aged brains 3 days post TBI. All data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test for A. Student’s t-test for D. n = 5-9/group for A, *p < 0.05, **p < 0.01, ***p < 0.001. n = 3-4/group for D.

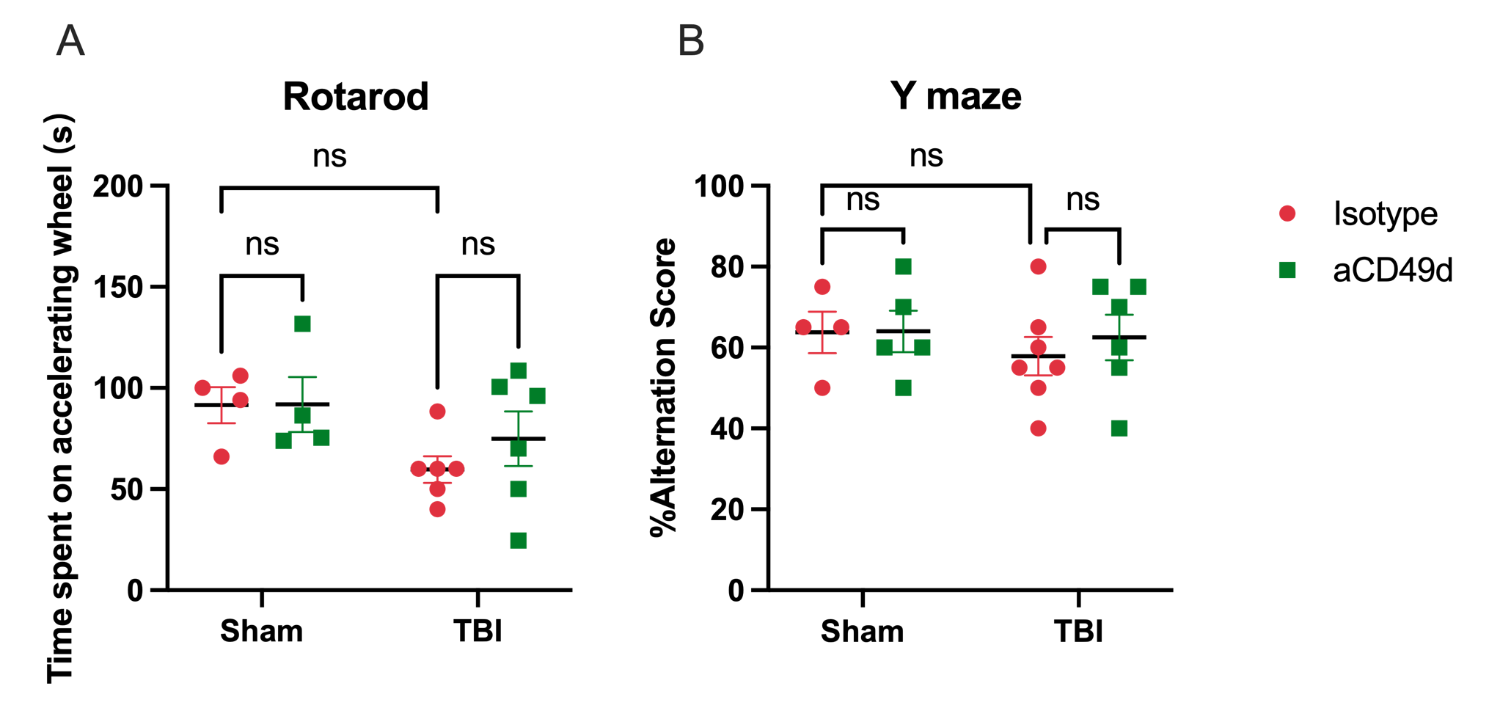

Supplement Figure 2. **No effect of aCD49d Ab was seen in the behavioral performances of young mice post TBI**. Results of A. rotarod indicated by time spent on accelerating wheels (s) and B. Y maze indicated by %alteration score. Data are from two independent experiments. All data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. n = 8-10/group for A and B.

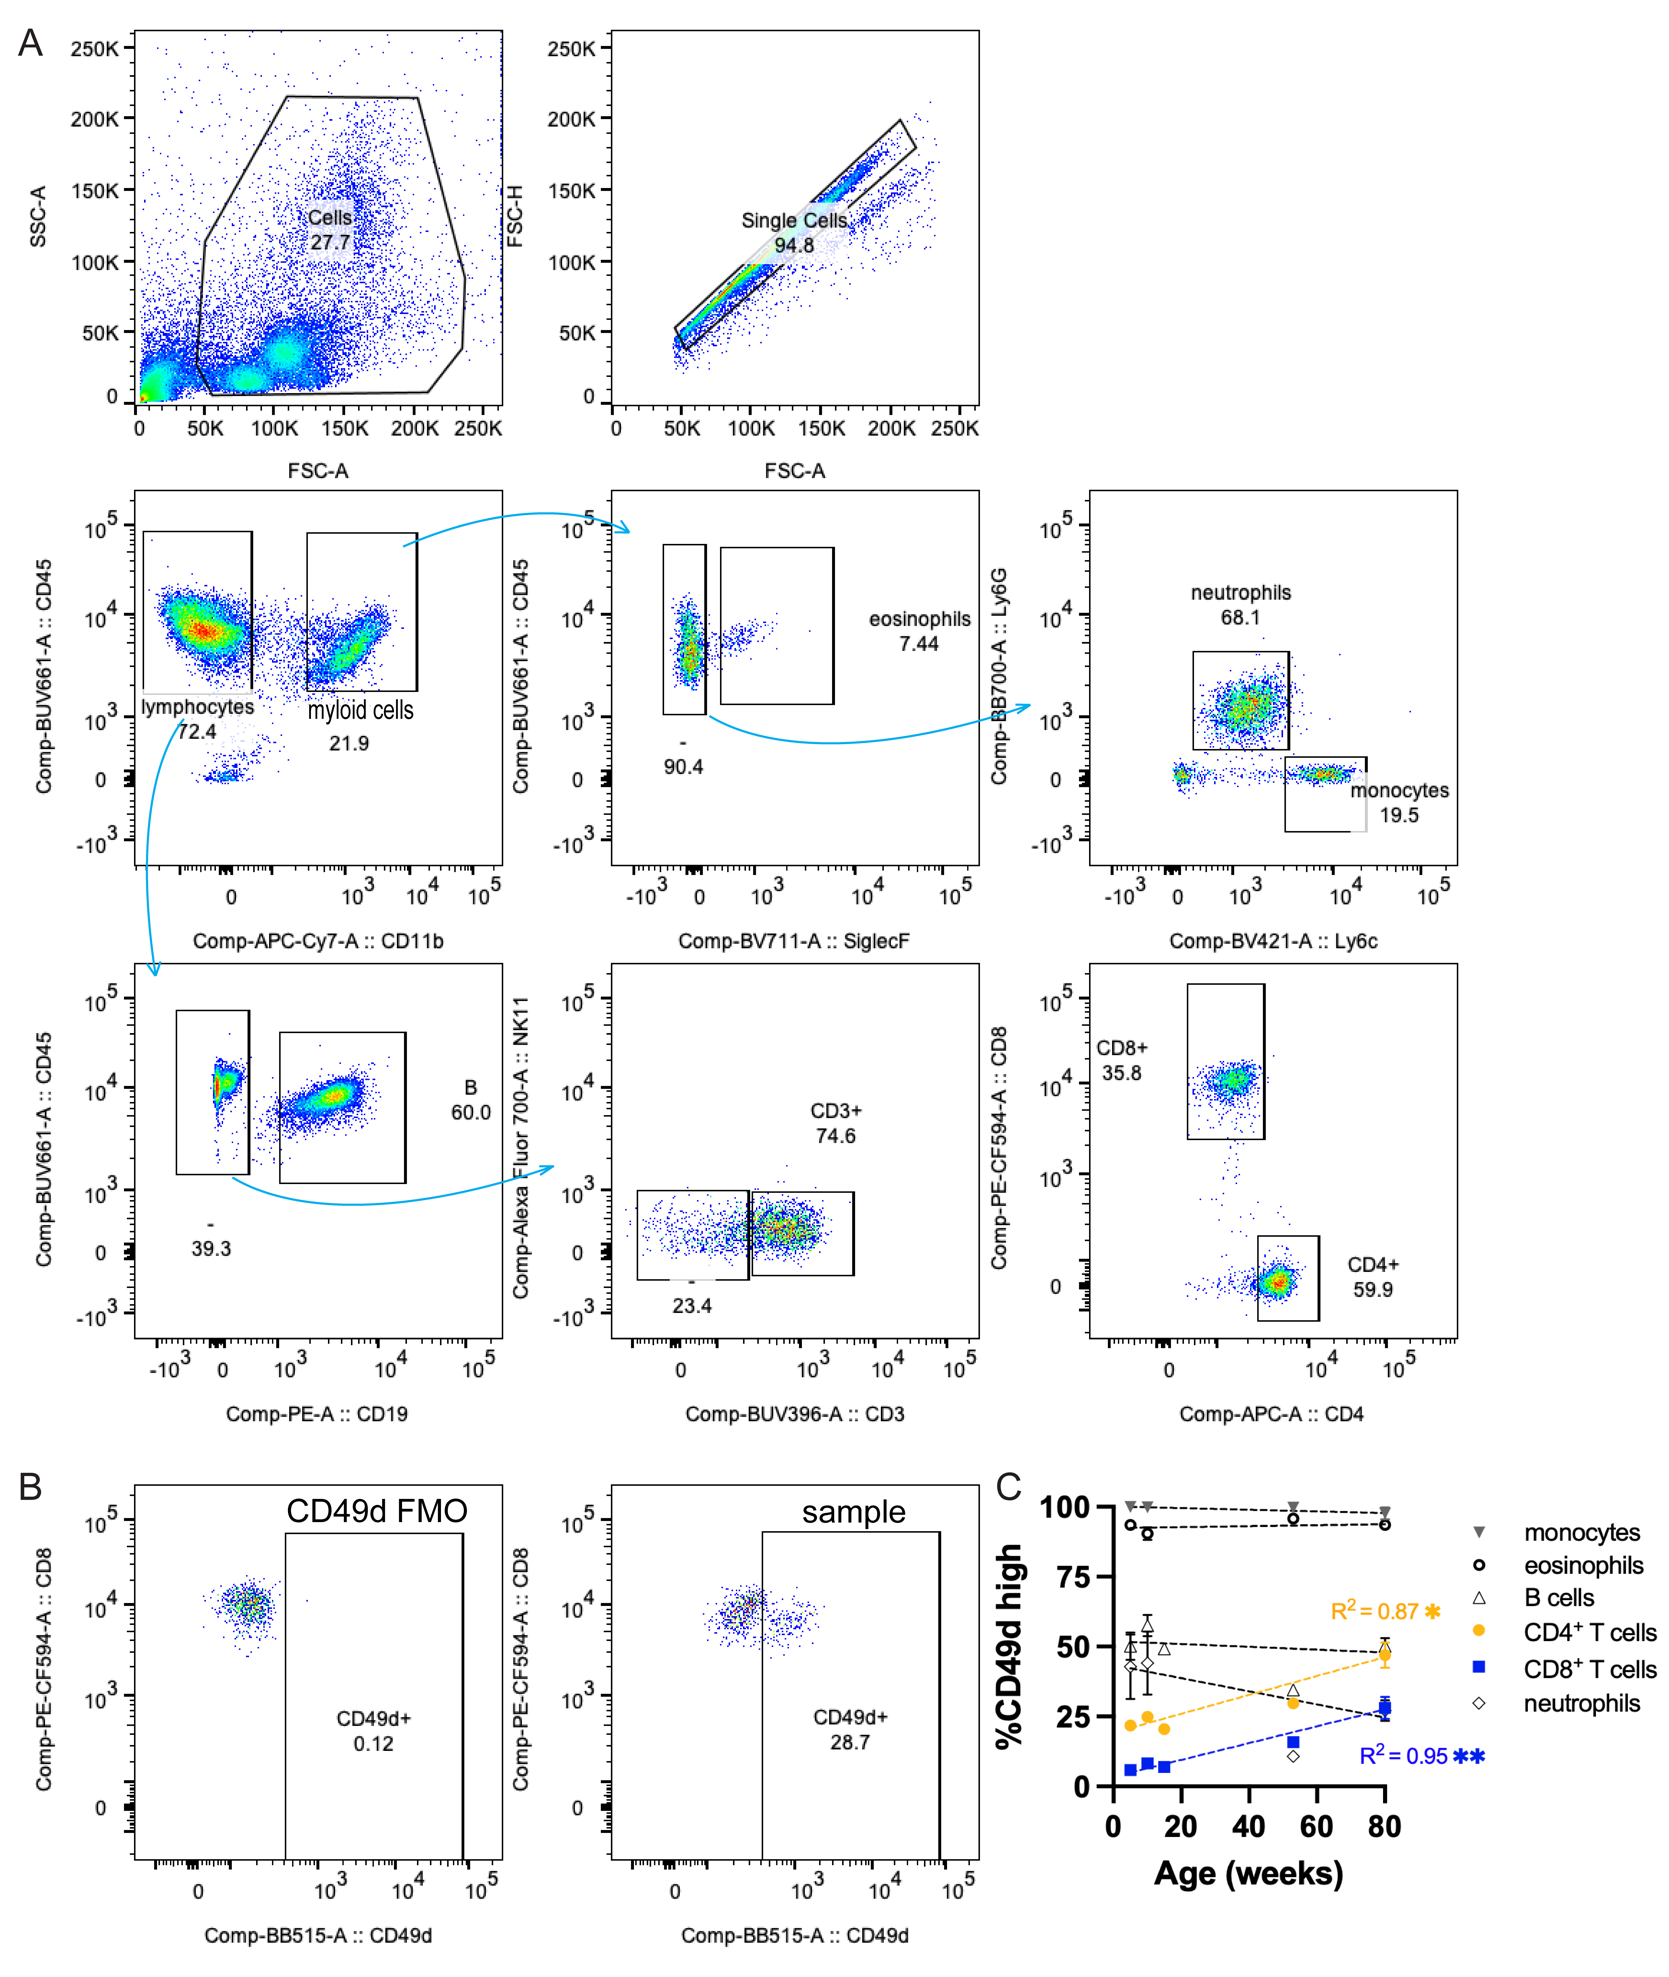

Supplement Figure 3. A. Representative flow plots showing the gating for the measurement of different immune cells in the blood. B. gating for CD49d expression measurement. C. Correlation of CD49d expression in different immune cells in the blood with age. All data are shown as the mean ± SEM, Pearson’s correlation analysis, n=15. *p < 0.05, **p < 0.01.

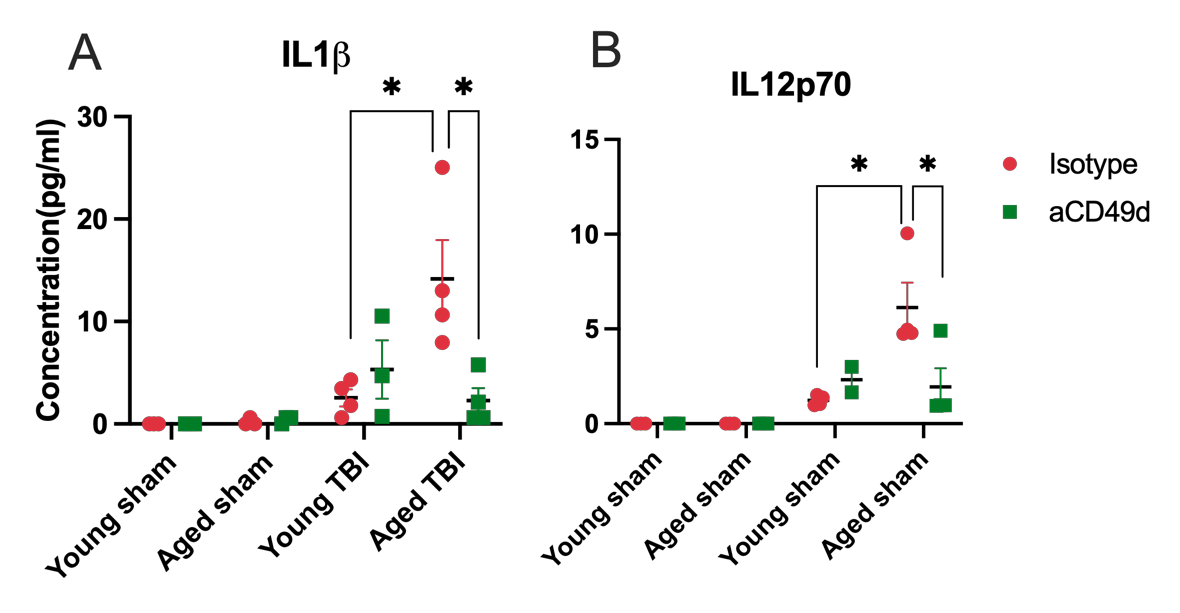

Supplement Figure 4. **Multiplex cytokine analysis in aged and young mice at 7 days post injury**. Levels of plasma cytokines including A. IL12p70 and B. IL1β. n =3-4/group, *p < 0.05. All data are from one independent experiment. Data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test.

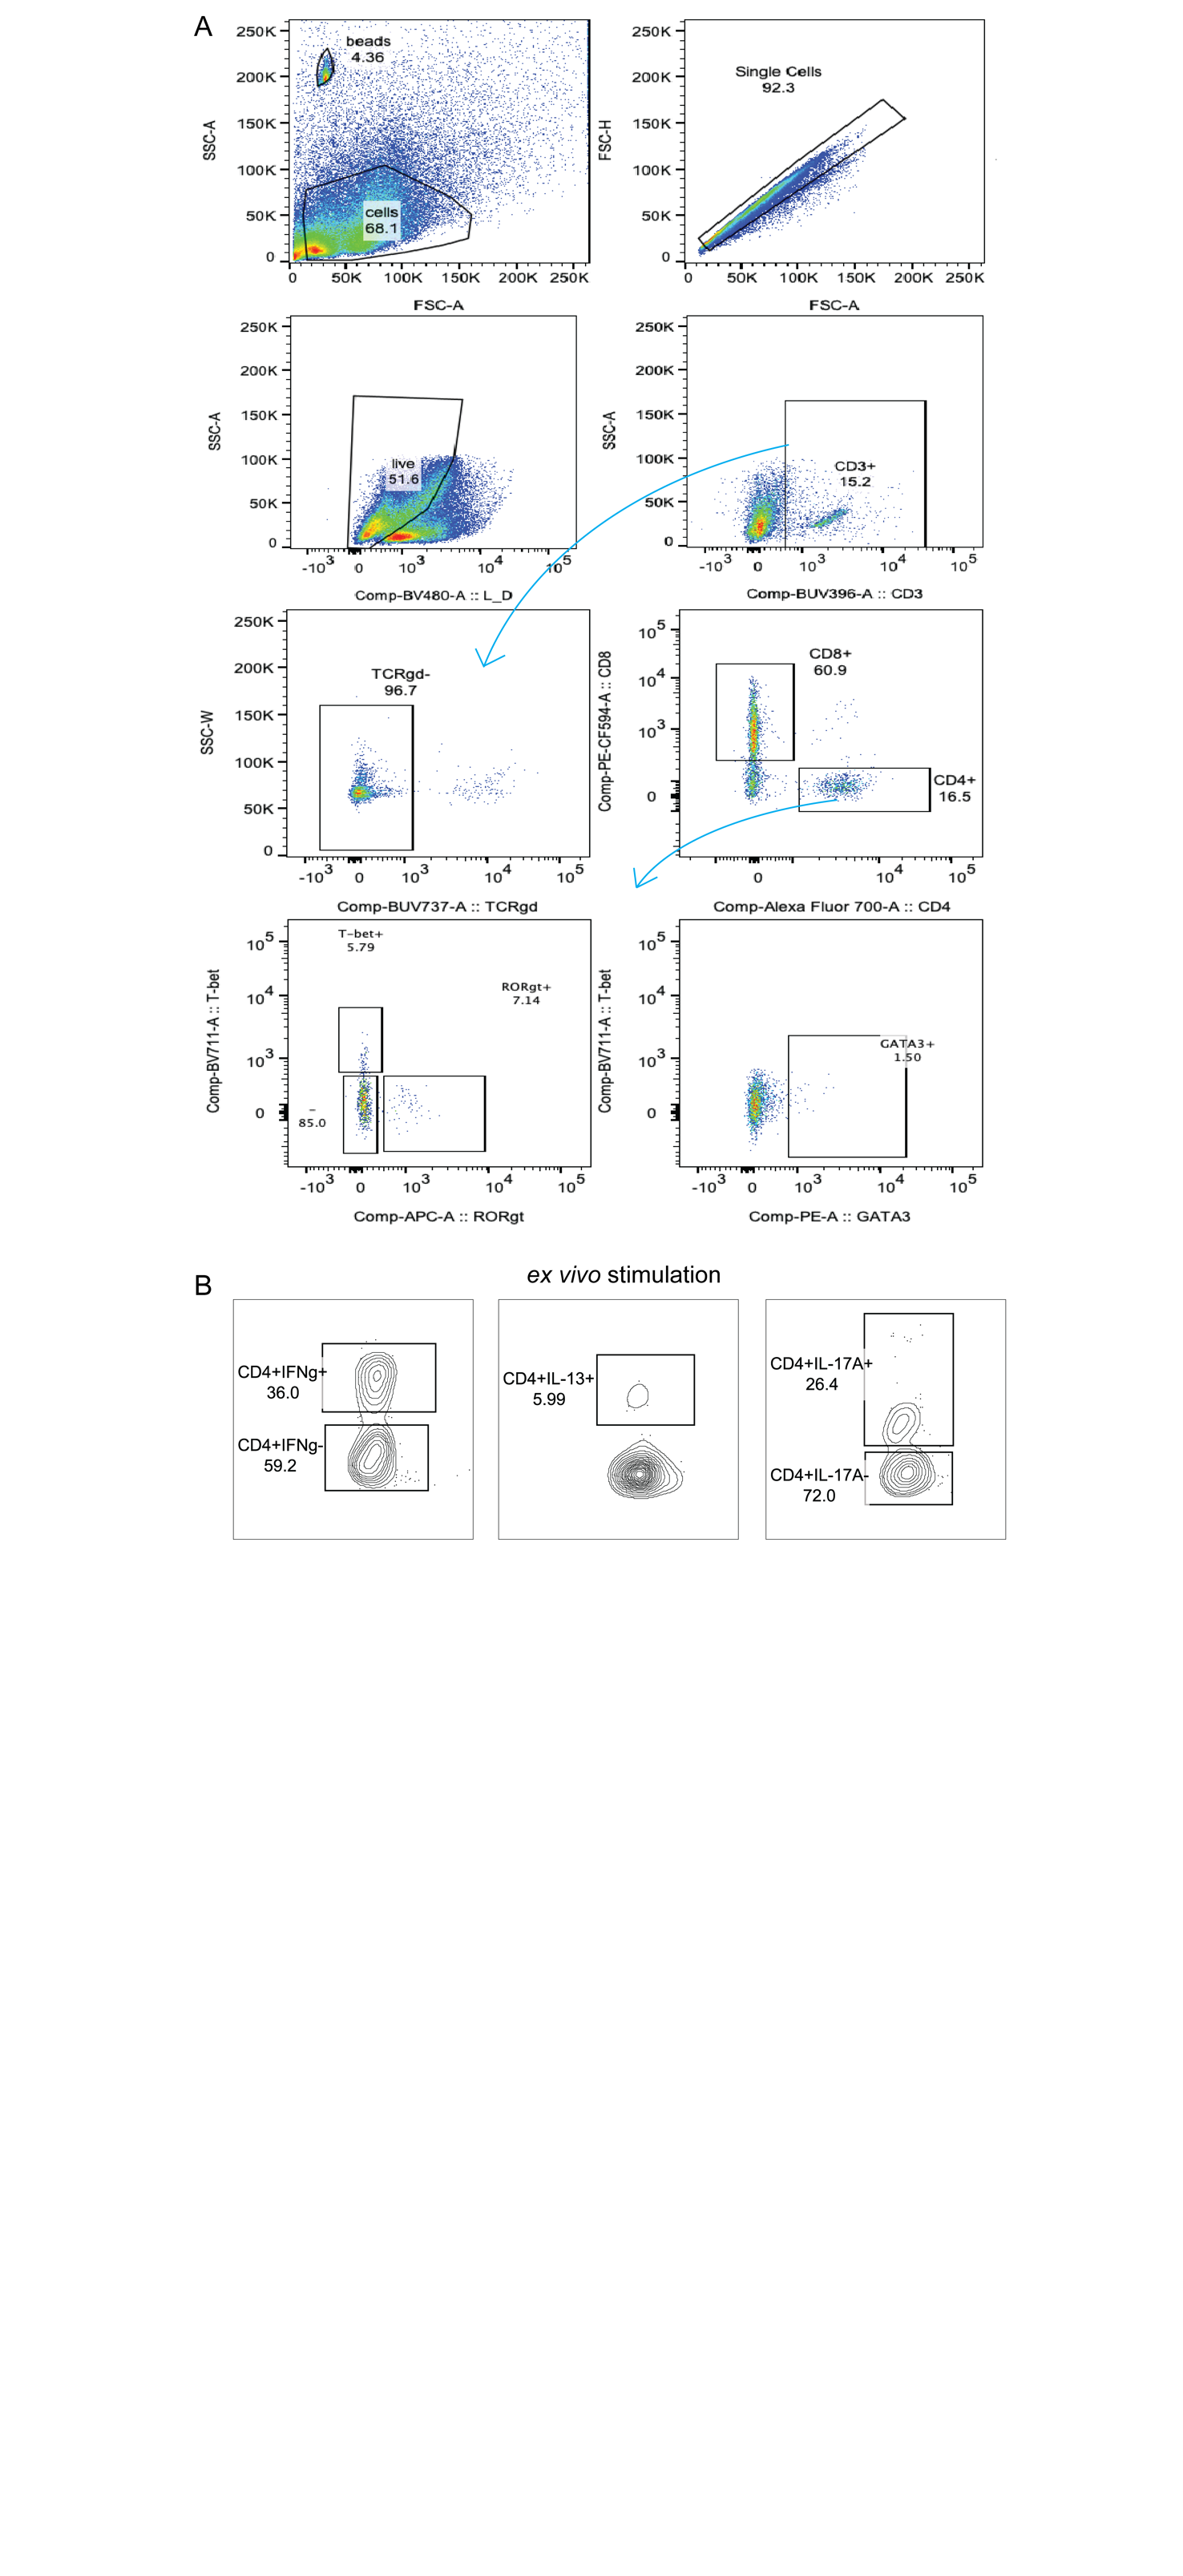

Supplement Figure 5. Representative flow plots showing the gating for A. CD4+ T cells in the brains and their expression of transcription factors for Th1 (T-bet), Th2 (GATA3), and Th17 (RORgt) response. B. in a separate experiment, brain cells were *ex vivo* stimulated with PMA/ionomycin and incubated with golgi-plug containing brefeldin A for four hours followed by measurement of IFNg, IL-13, and IL-17A expression in CD4+ and CD8+ T cells.

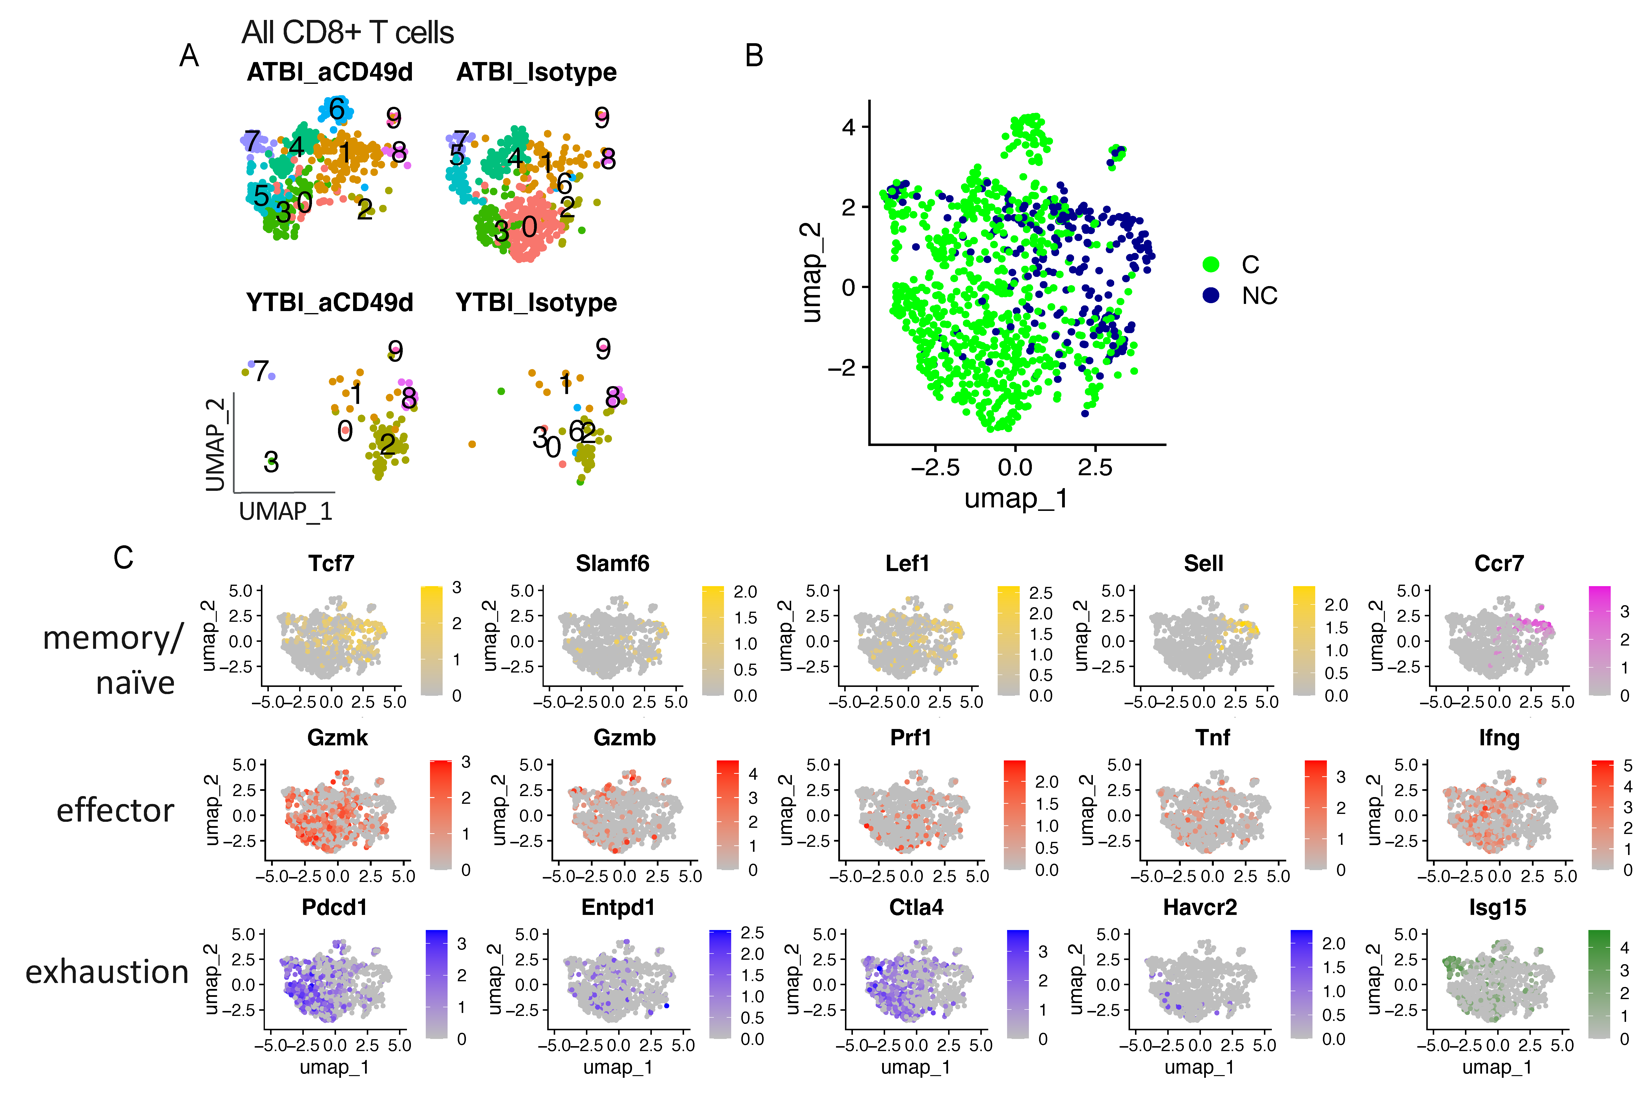

Supplement Figure 6. A. UMAP showing unsupervised clustering across samples. B. single-cell TCR analysis overlaid on UMAP projections showing distribution of CD8+ T cell clonality. C. Feature plots depicting various T cell differentiations states reveals that brain T cells from aged TBI mice had two pools of activated CD8+ T cells: dysfunctionally and functionally activated.

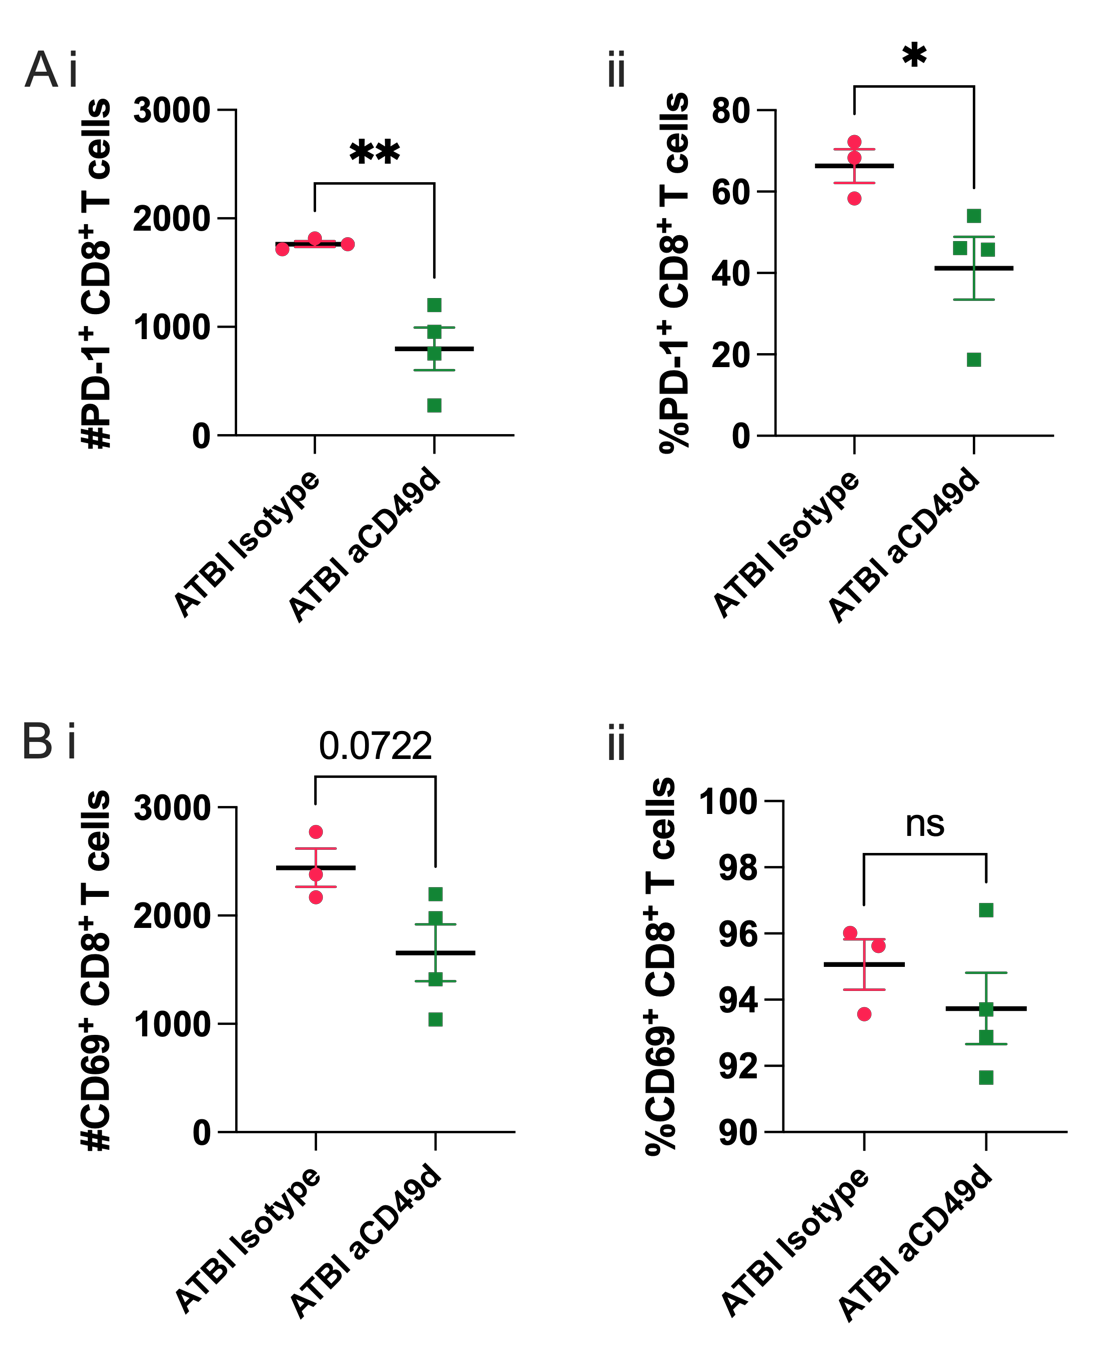

Supplement Figure 7. A. i Quantification of PD-1+ and ii. % PD-1+ CD8+T cells in all CD8+ T cells in aged mouse brains with isotype vs aCD49d Ab treatment. B. i Quantification of CD69+ and ii. CD69+ CD8 T+ cells in all CD8+ T cells in aged mouse brains with isotype vs aCD49d Ab treatment. n =3-4/group, *p < 0.05, **p<0.01. All data are from one independent experiment. Data are shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test.

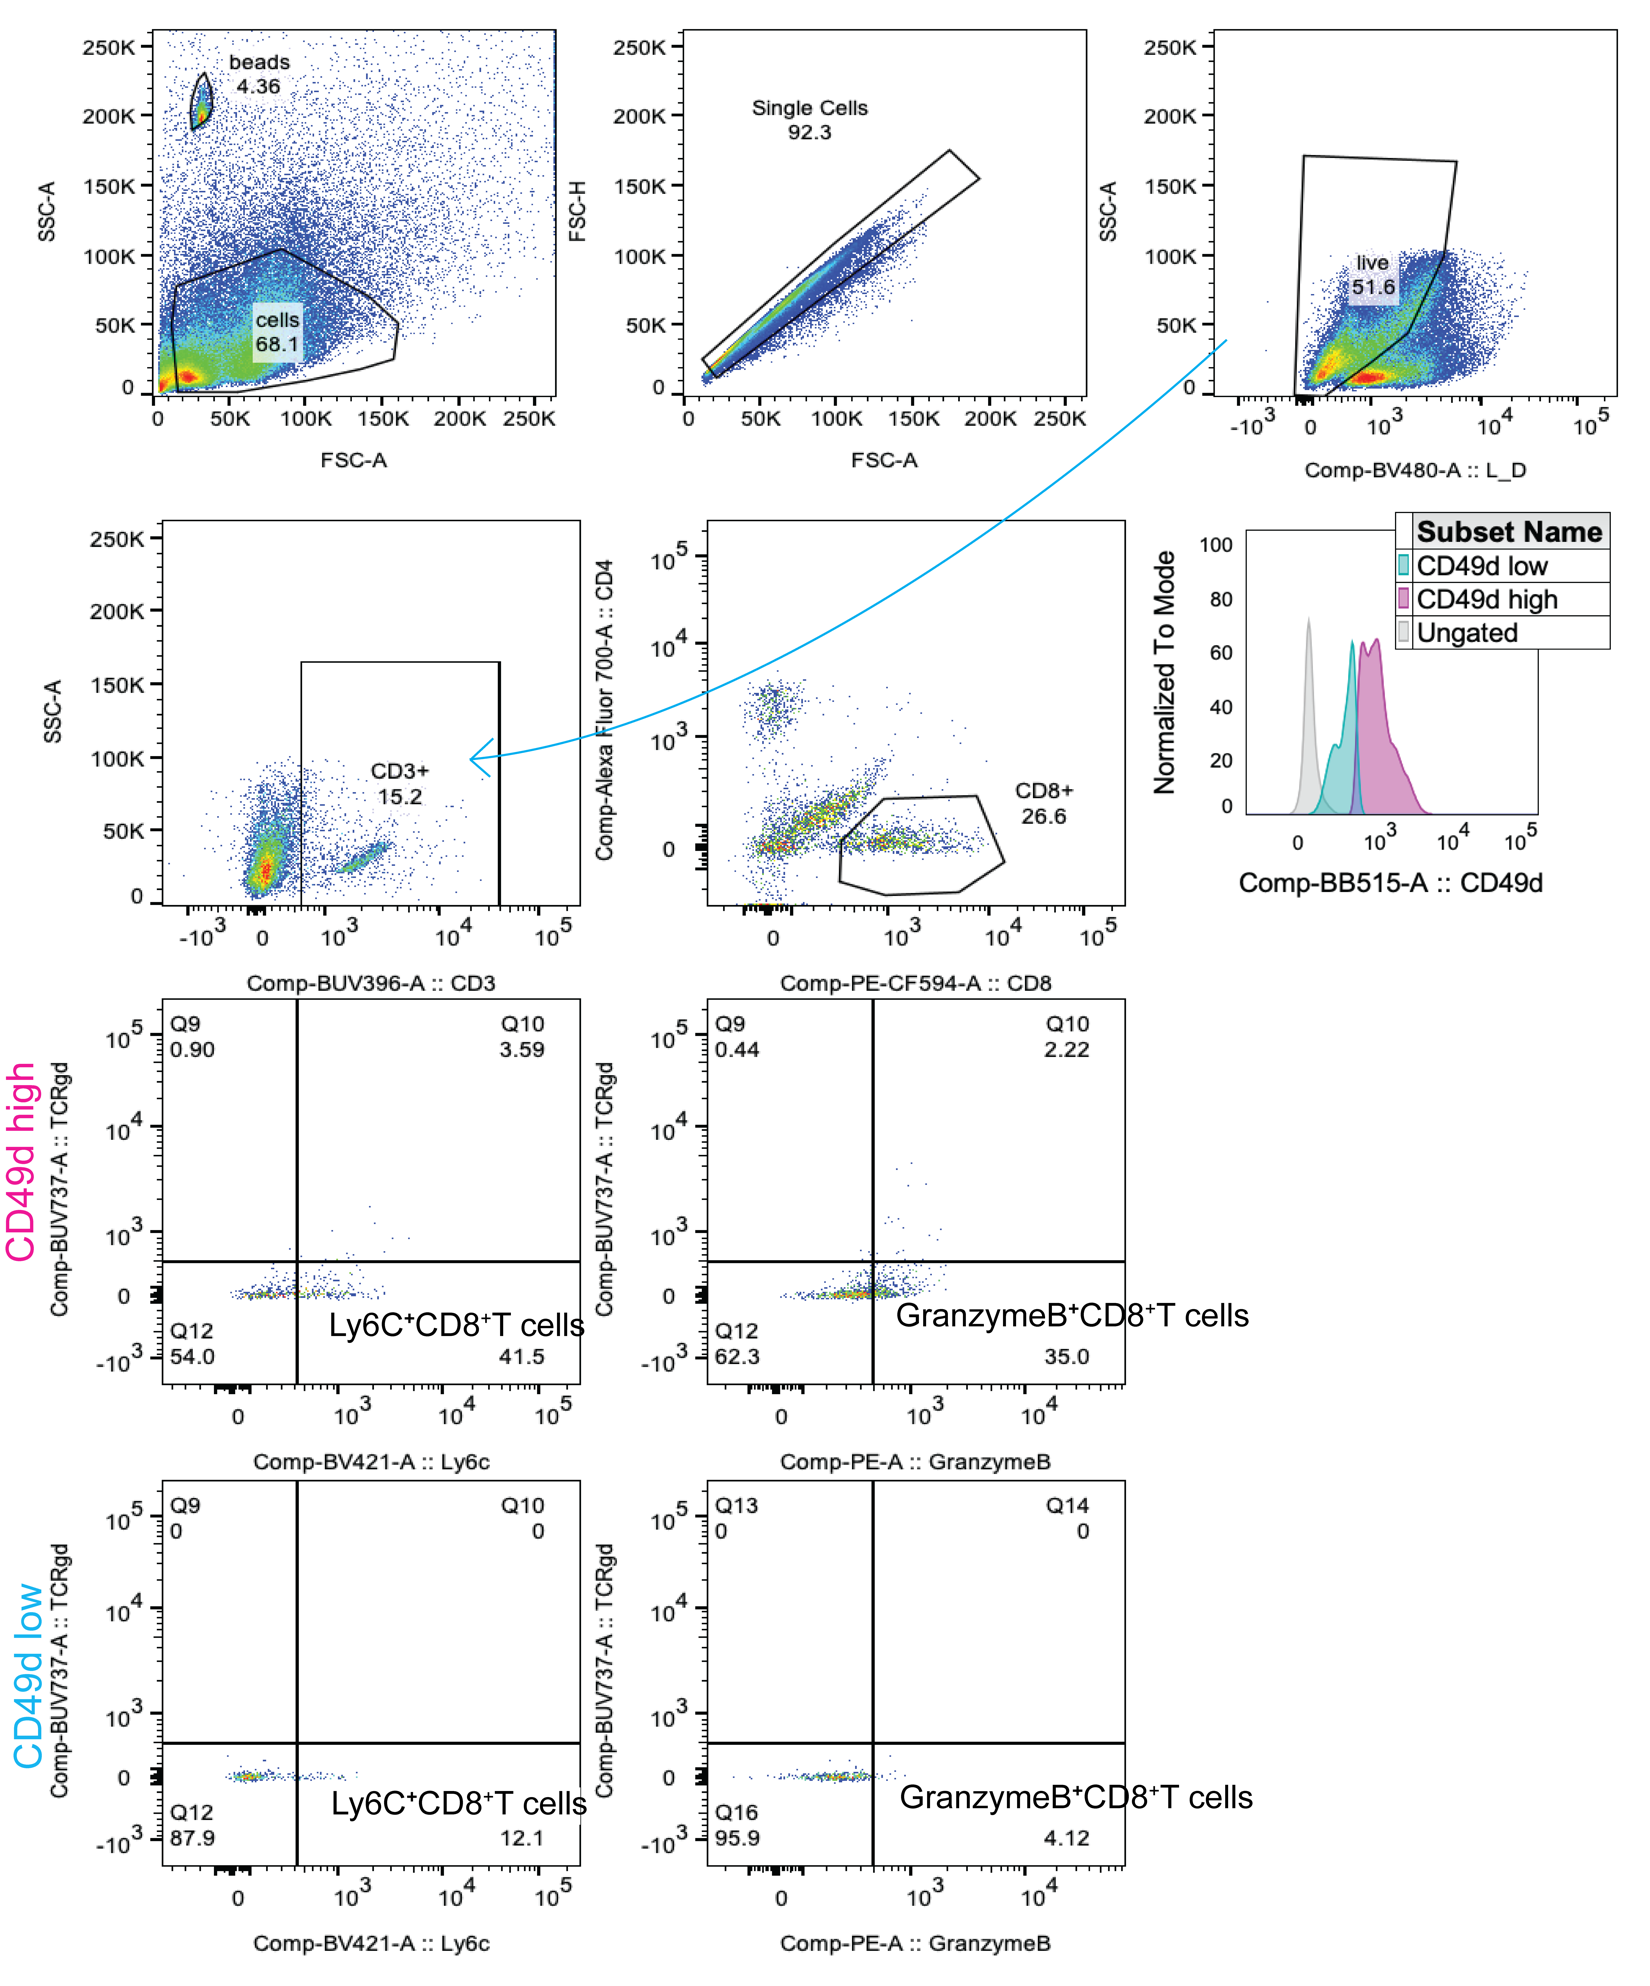

Supplement Figure 8. Representative flow plots showing the gating for Ly6C+ and Granzyme B+ CD49d high vs CD49d low CD8+ T cells within the brains.

Supplement Figure 9. Quantifications of A. CD64+ macrophages, B. Ly6c+ monocytes and C. CD45^dim^CD11b+ in both young and aged mouse brains 2 months post TBI. Data are from two independent experiments and shown as the mean ± SEM, 2-way ANOVA with Tukey’s multiple comparisons test. n=2-6/group, *p < 0.05, **p < 0.01.

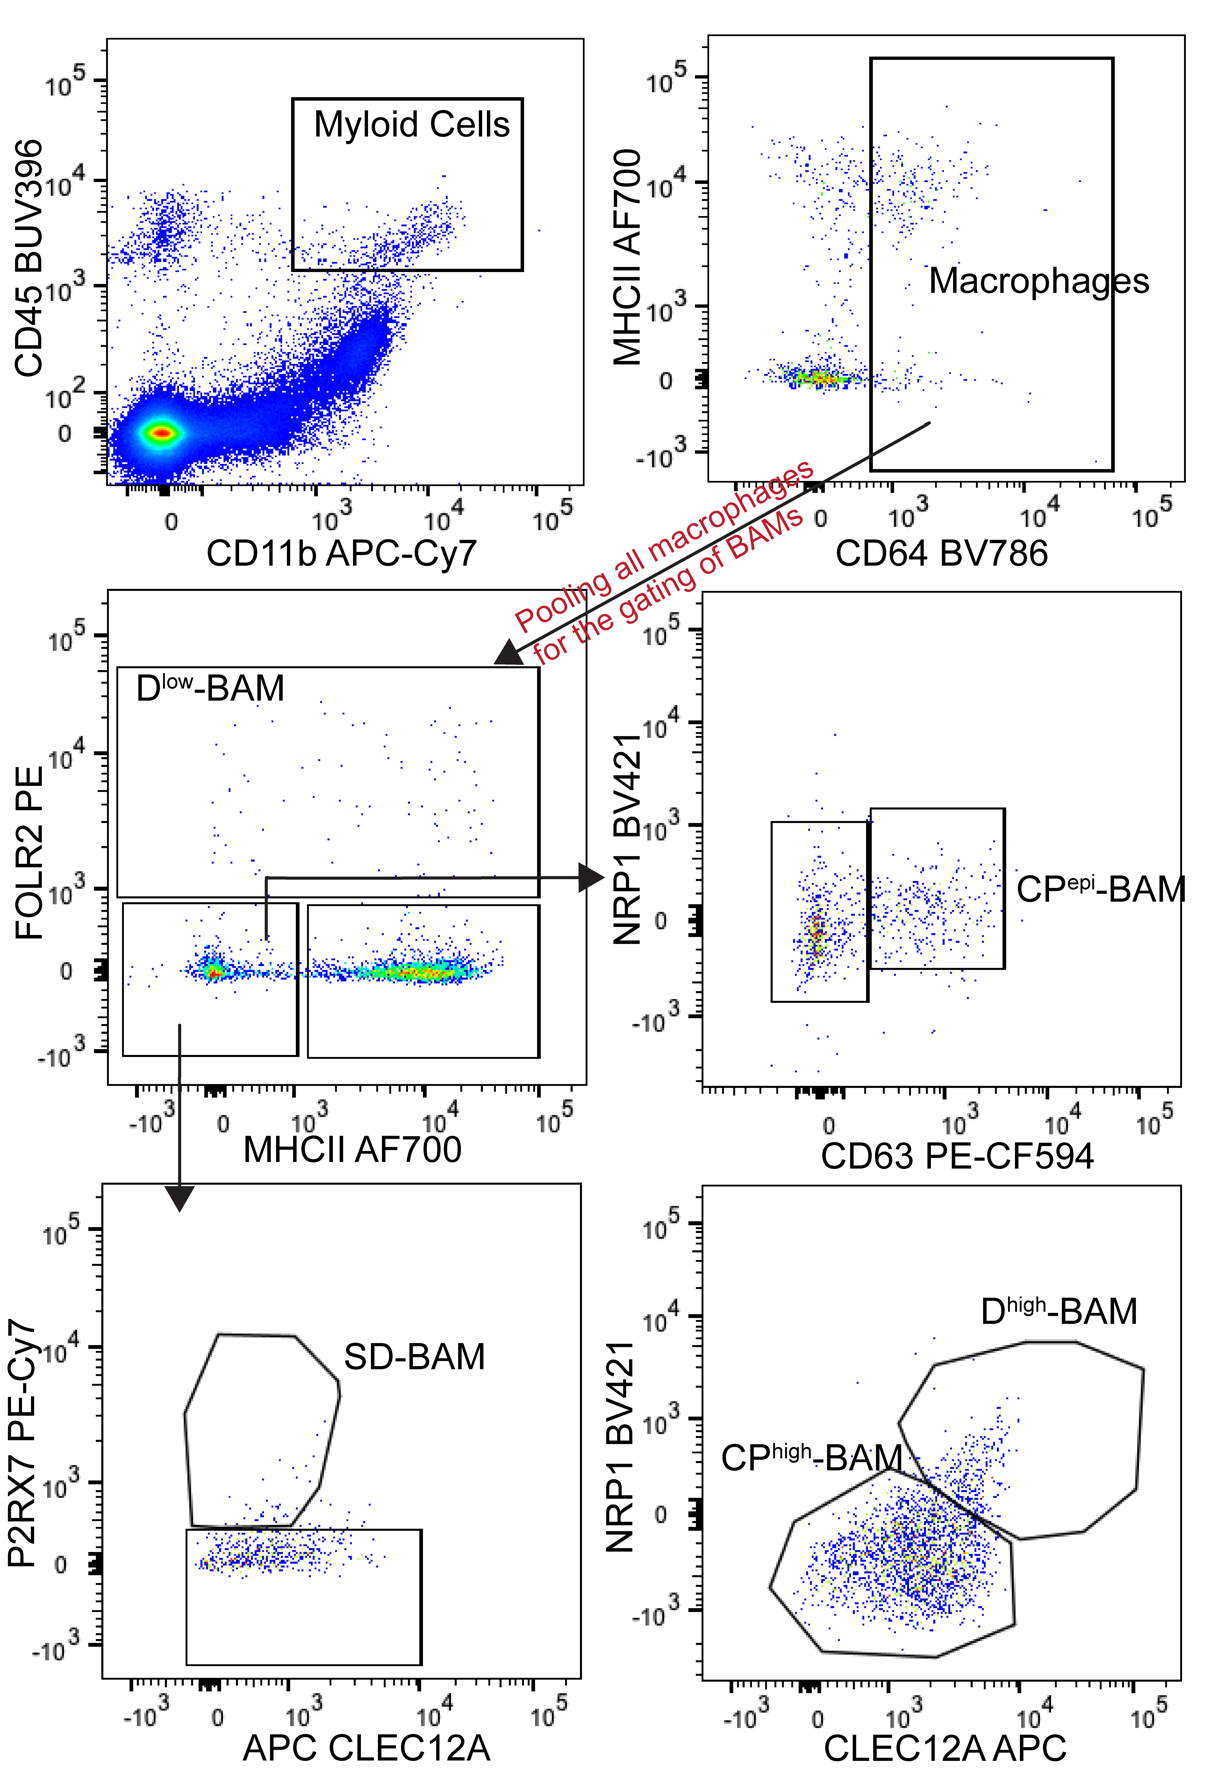

Supplement Figure 10. Gating strategy for tissue-specific brain resident macrophages or BAM. CD45+CD64+ macrophages from all samples were pooled (concatenated using FlowJo) first followed by being further gated on FOLR2 and NRP1 for dural BAM (D-BAM), MMR and P2RX7 for subdural BAM (SD-BAM), and CD63 for choroid plexus BAM (CP-BAM).

**
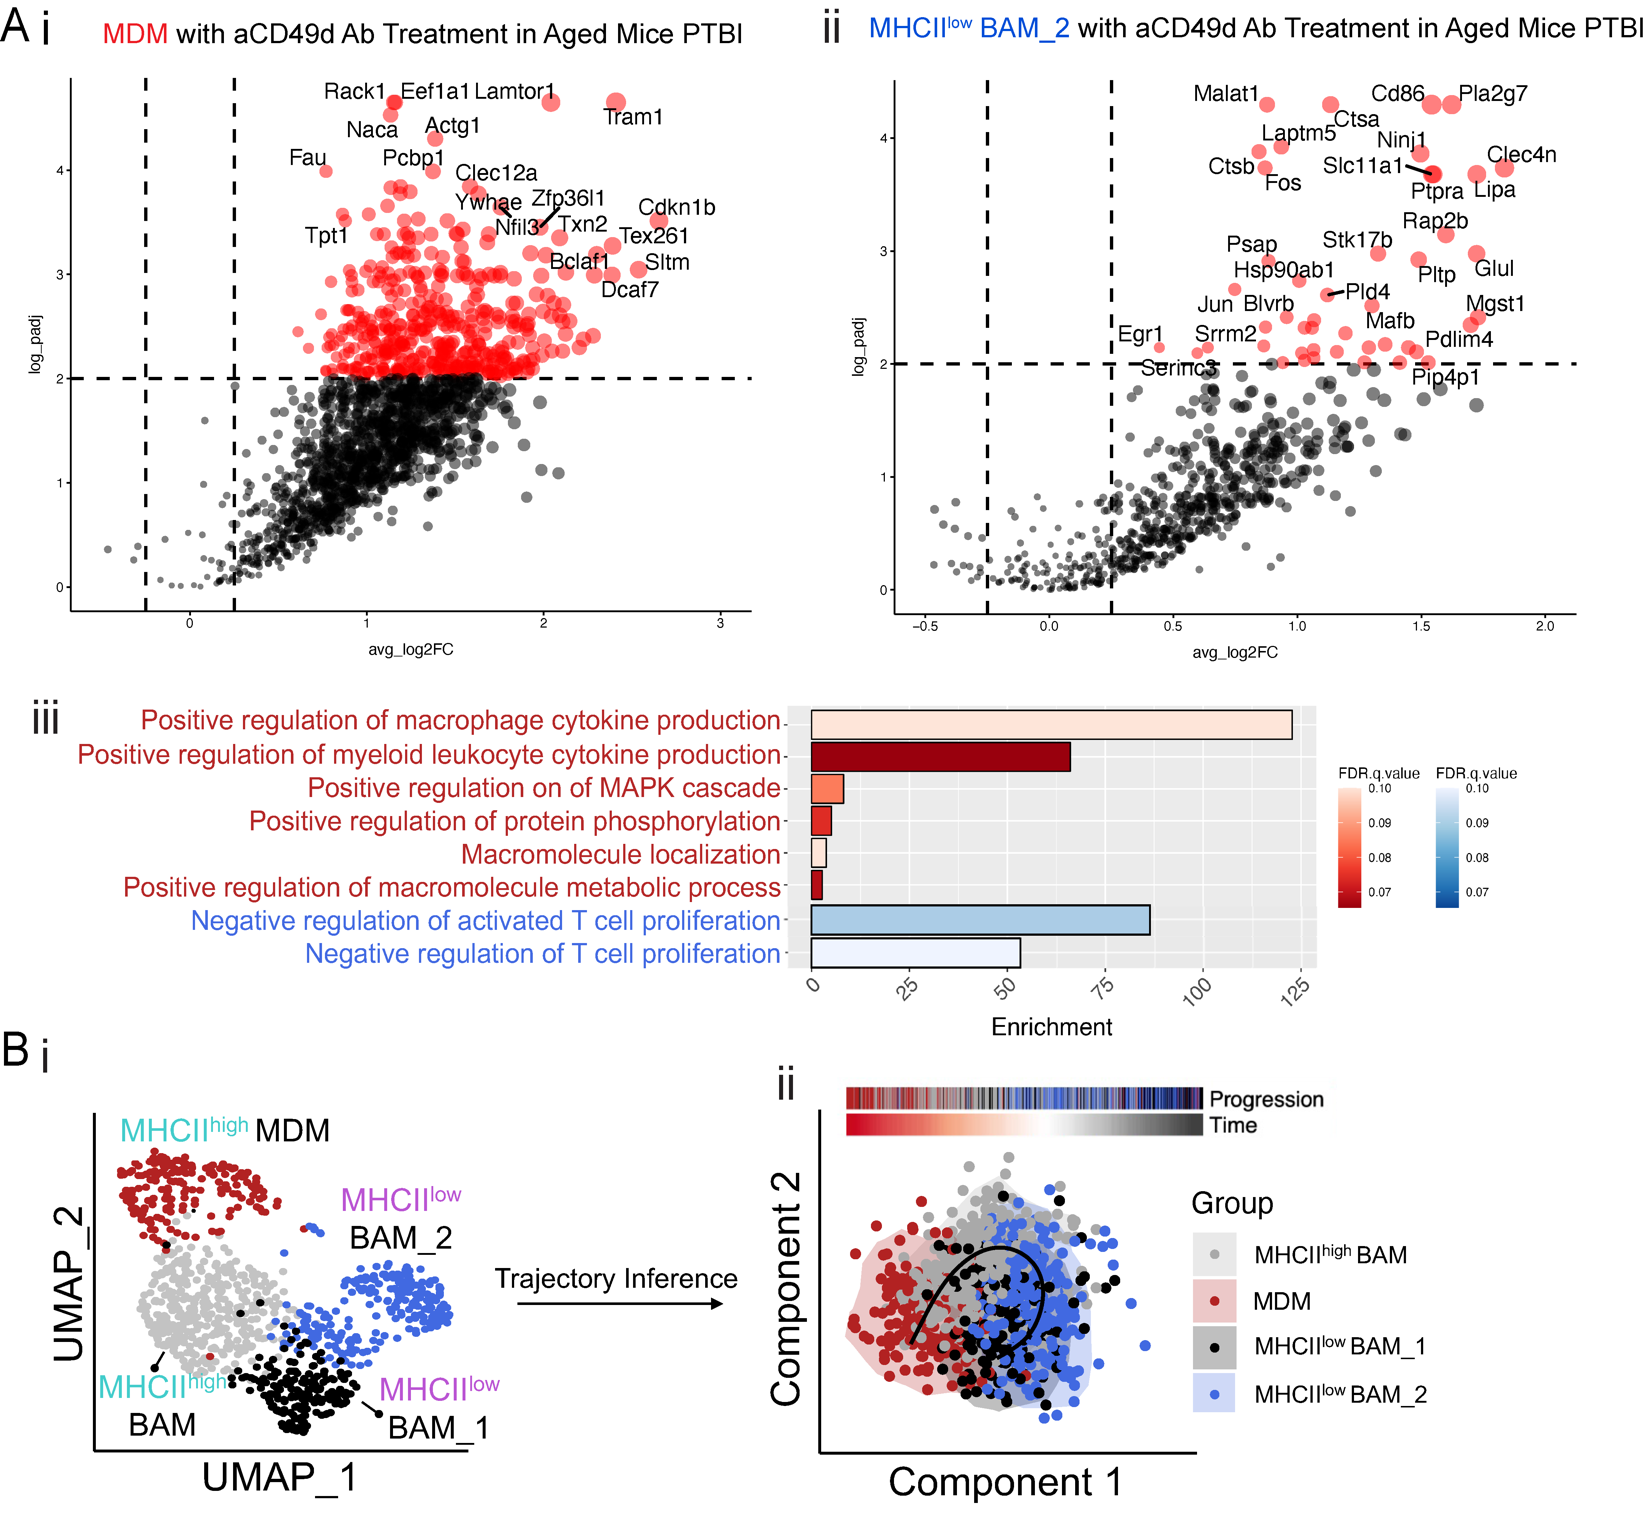
**

Supplement Figure 11. Volcano plots displaying genes that are DE (adjusted P<0.01, log2(FC)>0.25) between i. MDMs with aCD49d Ab versus isotype treatment and ii. BAMs with aCD49d Ab versus isotype treatment in aged mice two months post TBI. No downregulated DEs are found in both groups.

How the deposited data were processed for this re-analysis (not part of the article)

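Single-cell TCR sequencing of brain cells was analysed in 4 libraries, 1 for each of YTBI_Isotype, YTBI_aCD49d, ATBI_Isotype and ATBI_aCD49d, each a pool of 2 mice. The single-cell transcriptomes of the same groups were not analysed here, so T cell subtypes, CD4 and CD8 assignment and gene expression were left out.

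The authors loaded about 5000 cells per library on a 10x Genomics chip, used the 5' v2 chemistry with immune profiling, and processed the TCR reads with Cell Ranger against mm10. The deposited contig tables give, as counts, the UMIs and reads behind each assembled alpha or beta chain, with its V, D, J and C genes and CDR3 sequences. The deposited clonotype tables give the number of cells of each clonotype as a count and as a fraction of the library's cells, with columns of evidence for iNKT and MAIT receptors. Only chains that Cell Ranger marked as high confidence, full length, productive and from a cell are in the tables, and the counts of cells per clonotype equalled the number of barcodes given that clonotype in every case. The authors later kept only receptors of cells identified as T cells by their transcriptomes, a step that was not repeated.

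From these tables, each cell was given its deposited clonotype. A clonotype with at least 2 cells in its library was called clonal, and shares were taken over every cell with a clonotype. Clones with more than 10% of a library's cells were called hyperexpanded and clones with more than 1% and up to 10% large, the classes of scRepertoire. The paper's text does not name how clonotypes were defined for the clonal and nonclonal cells or for these classes. Shannon evenness and the Gini coefficient were computed from all clone sizes. Shares of TRBV segments were taken over clonotypes with a beta chain. The clones named are the 3 with most cells in each library and every clone above 10%, and the TRBV segments named are the 3 with the largest difference between the aged libraries among segments with at least 10 clonotypes in either. Clones named outside this rule were chosen after their sizes were seen. The share in all clones above 1% was added after the values were seen.

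With 1 library per group there was no test. Shares have exact Clopper-Pearson 95% intervals and differences have Newcombe intervals built from them. Where a count was 0, the upper limit given is 3 counts of the total. All of these cover counting error only. One cell is 0.382% of YTBI_Isotype, 0.173% of YTBI_aCD49d, 0.0977% of ATBI_Isotype and 0.0890% of ATBI_aCD49d. Expected clonal, large and hyperexpanded shares at the 262 cells of the smallest library are exact, from the hypergeometric distribution. Shannon evenness and the Gini coefficient at 262 cells were computed from the expected number of clones of each size and are approximations. The share of the largest clone was kept at its value in the full library. Thinning was tested on simulated clones, where the exact expectation of each share differed from the mean of 3000 random draws by less than 1 percentage point. The interval was checked at a single true share over every possible count of 1000 independent cells. It held that share with a probability of 95.1%, which does not measure its coverage for cells grouped in clones. For Shannon evenness and the Gini coefficient, the counting error used to judge the alternatives was the half-width of the range of 1000 redraws of the library's cells.

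The naming rules and the following alternatives were set before the data were examined: another definition of a clonotype (the V, J and C genes with the CDR3 nucleotides of both chains, the beta CDR3 nucleotides with the V gene, or the CDR3 amino acids of both chains), other sets of cells (only cells with both chains, without cells with more than 1 beta or more than 2 alpha chains, only cells with at least 2 UMIs for every chain, or without cells with iNKT or MAIT evidence), equal cell number, leaving out the largest clone of each library, a minimum of 3 cells for a clonal clonotype, and a threshold of 5% for hyperexpanded clones. Definitions by the beta CDR3 nucleotides without the V gene, and with clonotypes joined when they shared an alpha CDR3 and their beta CDR3 differed by at most 1 base, were added after clone sizes had been seen, as was requiring iNKT or MAIT evidence on both chains.

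Gene positions are from GENCODE vM21 on GRCm38, the assembly of mm10. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.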

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

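The comparison of cell numbers between the aged libraries and the test on the retrieval of alpha chains were chosen only after the results were seen. The other tests of this part were chosen earlier, but the reading of those on the largest clone and on doublets was made stricter after their values were known. Under the prediction as first written, both would have counted as explaining the difference between the aged libraries.

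The difference in clonal share between the isotype and aCD49d libraries had opposite signs in the ages with all cells. The clonal share was 4.27 percentage points higher in ATBI_Isotype than in ATBI_aCD49d, and the difference YTBI_Isotype minus YTBI_aCD49d was -7.26 points. Each is a comparison of 1 library with 1 library, and the difference between the ages was not tested. Without cells with iNKT or MAIT evidence both differences were negative, -3.43 points in the aged and -11.9 points in the young libraries. In the aged libraries, a larger number of captured cells was argued against as the source of the higher share of ATBI_Isotype, since it held fewer cells than ATBI_aCD49d (a difference of -99 cells). At 262 cells in each, the difference was 2.73 points, with an interval that included 0. Without the largest clone of each library it was 3.95 points, and without possible doublets 4.08 points. In both cases the interval included 0, but the lower limit with all cells, 0.0800 points, was already close to 0 and the difference fell by little, so a single large clone or doublets cannot be told apart from an effect of treatment. In the young libraries, the difference was -1.48 points at 262 cells, with an interval that included 0, so the larger number of cells in YTBI_aCD49d is a candidate explanation of much of it. With only cells that have both chains, the differences were 1.78 points in the aged and -4.53 points in the young libraries, each with an interval that included 0. With the beta CDR3 nucleotides and V gene, which use no alpha chain, they were 4.62 points (interval 0.404 to 8.82) and -6.67 points (interval -12.8 to -0.123), which argues against the retrieval of alpha chains as the whole source. The limits nearest to 0 are close to it, and without the V gene the differences were 4.20 and -6.41 points with intervals that included 0. Differences between the pooled mice and the treatment itself were not tested, since each group is 1 pool.

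The files also hold receptors that the paper does not report on. An alpha chain of TRAV11 with TRAJ18, the rearrangement of iNKT cells, was found in 20 cells of YTBI_Isotype, 35 of YTBI_aCD49d, 21 of ATBI_Isotype and 40 of ATBI_aCD49d, against the 3 that a count of 0 allows. This definition was planned and was preferred to evidence on both chains, which was added later, after both had been computed. All 116 of these alpha chains had a CDR3 of 15 residues, and in 108 it was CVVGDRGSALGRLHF. Of the 116 cells, 58 carried a beta chain with the joint call TRBV12-2+TRBV13-2, of which 0 were given evidence on both chains, against 27 of the others. The count needs an alpha chain, and alpha chains were recovered less often in ATBI_Isotype than in the other libraries, so differences in the share between libraries were not interpreted. Whether these cells are iNKT cells by expression was not analysed here, and no biological explanation was tested.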

How the results depend on the processing

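The settings of joined near-identical clonotypes, of the beta CDR3 nucleotides without the V gene and of iNKT or MAIT evidence on both chains were chosen only after results had been seen. All others were chosen before the data were examined. Every comparison is between single libraries, so a value counted as moved when it left the counting interval of the reported value, or for Shannon evenness and the Gini coefficient the range of redraws of the library's cells. No paired analysis was possible because each group has 1 library and no result comes from a test.

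The difference in clonal share between ATBI_Isotype and ATBI_aCD49d kept its sign under each setting except without cells with iNKT or MAIT evidence, where it was -3.43 percentage points. Under the other settings of this part it ranged from 1.18 points, with CDR3 amino acids of both chains, to 4.62 points, with the beta CDR3 nucleotides and V gene. Its counting interval included 0 under all of these except the last. Thinning ATBI_aCD49d alone to 1024 cells, which is not one of these settings, gave 4.94 points, with an interval from 0.654 to 9.22. The iNKT or MAIT evidence is in most cells a beta chain gene alone. Leaving out cells with this evidence takes out whole clones by construction, including the 109 cells of the largest clone of ATBI_Isotype. The 101 cells of the largest clone of ATBI_aCD49d were kept. The difference between YTBI_Isotype and YTBI_aCD49d stayed negative under every setting, from -11.9 points without cells with evidence to -1.48 points at 262 cells. The difference between ATBI_Isotype and YTBI_Isotype ranged from 32.8 points at 262 cells to 44.9 points without possible doublets.

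With clonotypes defined by the V, J and C genes and CDR3 nucleotides of both chains, the clonal share was 20.3% in YTBI_aCD49d and 58.0% in ATBI_Isotype. The share in hyperexpanded clones was 0% in ATBI_Isotype. The share in the largest clone was 3.12% in YTBI_aCD49d, 6.54% in ATBI_Isotype and 7.21% in ATBI_aCD49d. The share in large clones was 7.80% in YTBI_aCD49d, 38.2% in ATBI_Isotype and 33.5% in ATBI_aCD49d. Shannon evenness was 0.973 in YTBI_aCD49d, 0.854 in ATBI_Isotype and 0.851 in ATBI_aCD49d. The Gini coefficient was 0.146 in YTBI_aCD49d, 0.471 in ATBI_Isotype and 0.468 in ATBI_aCD49d. With the CDR3 amino acids of both chains, the clonal share was 21.7% in YTBI_aCD49d and 58.9% in ATBI_Isotype. The share in hyperexpanded clones was 0% in ATBI_Isotype. The share in the largest clone was 3.12% in YTBI_aCD49d, 6.64% in ATBI_Isotype and 7.21% in ATBI_aCD49d. The share in large clones was 38.9% in ATBI_Isotype and 34.6% in ATBI_aCD49d. Shannon evenness was 0.972 in YTBI_aCD49d, 0.851 in ATBI_Isotype and 0.845 in ATBI_aCD49d. The Gini coefficient was 0.154 in YTBI_aCD49d, 0.478 in ATBI_Isotype and 0.475 in ATBI_aCD49d. In these definitions a cell with a beta chain alone is grouped apart from cells of the same beta chain with an alpha chain. This takes 38 cells from the clone of 109 cells in ATBI_Isotype. Whether it is the cause for the other values was not tested.

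With only cells that have both chains, the clonal share was 60.0% in ATBI_Isotype. Shannon evenness was 0.838 in ATBI_Isotype. The Gini coefficient was 0.161 in YTBI_aCD49d and 0.478 in ATBI_Isotype. For these values the cause was not tested. Without cells with iNKT or MAIT evidence, the clonal share was 30.3% in YTBI_aCD49d and 66.7% in ATBI_aCD49d. The share in hyperexpanded clones was 27.3% in ATBI_Isotype and 12.9% in ATBI_aCD49d. The share in the largest clone was 8.71% in YTBI_aCD49d, 15.7% in ATBI_Isotype and 12.9% in ATBI_aCD49d. The share in large clones was 18.4% in YTBI_Isotype, 18.7% in YTBI_aCD49d and 12.5% in ATBI_Isotype. Shannon evenness was 0.943 in YTBI_aCD49d, 0.822 in ATBI_Isotype and 0.779 in ATBI_aCD49d. The Gini coefficient was 0.226 in YTBI_aCD49d, 0.493 in ATBI_Isotype and 0.570 in ATBI_aCD49d. This setting leaves fewer cells, and by construction the clones that remain take larger shares of them, so that some pass from the large to the hyperexpanded class. In ATBI_Isotype it leaves out the clone that is largest among all cells, and the 15.7% belongs to the clonotype of 99 cells.

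Without the largest clone of each library, the clonal share was 21.9% in YTBI_aCD49d, 59.2% in ATBI_Isotype and 55.3% in ATBI_aCD49d. The share in the largest clone was 1.84% in YTBI_aCD49d. The share in large clones was 5.33% in YTBI_aCD49d, 24.6% in ATBI_Isotype and 32.8% in ATBI_aCD49d. Shannon evenness was 0.981 in YTBI_aCD49d, 0.839 in ATBI_Isotype and 0.859 in ATBI_aCD49d. The Gini coefficient was 0.141 in YTBI_aCD49d, 0.472 in ATBI_Isotype and 0.452 in ATBI_aCD49d. With every library at 262 cells, the clonal share was 20.6% in YTBI_aCD49d, 51.8% in ATBI_Isotype and 49.1% in ATBI_aCD49d. The share in hyperexpanded clones was 2.72% in ATBI_aCD49d. Shannon evenness was 0.972 in YTBI_aCD49d, 0.862 in ATBI_Isotype and 0.889 in ATBI_aCD49d. The Gini coefficient was 0.139 in YTBI_aCD49d, 0.420 in ATBI_Isotype and 0.383 in ATBI_aCD49d. The hyperexpanded share at 262 cells is an expected value over random draws, in some of which a clone near 10% lies above it. With at least 3 cells for a clonal clonotype, the clonal share was 11.5% in YTBI_Isotype, 19.1% in YTBI_aCD49d, 54.4% in ATBI_Isotype and 51.8% in ATBI_aCD49d. With a threshold of 5% for hyperexpanded clones, the share in hyperexpanded clones was 5.72% in YTBI_aCD49d, 27.4% in ATBI_Isotype and 22.1% in ATBI_aCD49d. These values moved by the construction of the settings, which take out cells, clones or small clones or lower the threshold.

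With near-identical clonotypes joined, the share in hyperexpanded clones was 27.4% in ATBI_Isotype and 10.1% in ATBI_aCD49d. The share in the largest clone was 16.8% in ATBI_Isotype. With the beta CDR3 nucleotides without the V gene, the share in hyperexpanded clones was 10.3% in ATBI_aCD49d. Both settings merge deposited clonotypes by construction.

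No clonotype was shared between libraries by the CDR3 nucleotides of both chains. By the CDR3 amino acids of both chains, the number shared was 1 between YTBI_Isotype and ATBI_Isotype and 1 between YTBI_aCD49d and ATBI_aCD49d. By the beta CDR3 amino acids alone, it was 2 between YTBI_Isotype and YTBI_aCD49d, 2 between YTBI_Isotype and ATBI_Isotype, 1 between YTBI_Isotype and ATBI_aCD49d, 1 between YTBI_aCD49d and ATBI_Isotype, 5 between YTBI_aCD49d and ATBI_aCD49d and 1 between ATBI_Isotype and ATBI_aCD49d. These criteria are wider by construction.

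The share of cells with iNKT receptors was 7.63% in YTBI_Isotype, 6.07% in YTBI_aCD49d, 2.05% in ATBI_Isotype and 3.56% in ATBI_aCD49d by TRAV11 with TRAJ18, and 1.53% in YTBI_Isotype, 1.56% in YTBI_aCD49d, 0.391% in ATBI_Isotype and 0.980% in ATBI_aCD49d with evidence on both chains. The share with MAIT receptors was 0% in YTBI_Isotype, 0.347% in YTBI_aCD49d, 0.0977% in ATBI_Isotype and 0% in ATBI_aCD49d by TRAV1 with TRAJ33, and 0% in YTBI_Isotype, 0.173% in YTBI_aCD49d, 0% in ATBI_Isotype and 0% in ATBI_aCD49d with evidence on both chains. Where the count was 0, up to 1.15% is allowed in YTBI_Isotype, 0.293% in ATBI_Isotype and 0.267% in ATBI_aCD49d. With evidence on either chain, the iNKT share was 14.9% in YTBI_Isotype, 15.9% in YTBI_aCD49d, 12.7% in ATBI_Isotype and 13.5% in ATBI_aCD49d. The MAIT share was 25.6%, 21.5%, 27.6% and 20.2% in the same order. These larger values count cells with a beta gene alone, which the narrower definitions leave out by construction.

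Depth limits these values through the number of cells. In YTBI_Isotype, 1 cell is 0.382% of the library, and at 262 cells the interval of the difference between the aged libraries reached from -6.08 to 11.5 points.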

Differences from the paper's values

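Values are taken here to differ when one is more than 1.5 times the other and they lie further apart than the counting error. The paper kept only receptors of T cells, as identified by their transcriptomes, while the values found here are over every cell with a clonotype. No setting repeats that step, and how much of each difference it accounts for was not tested.

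The clonal share of YTBI_Isotype was 19.1%, and the paper's is about 32% in Fig. 4Ei, read by eye. The values differed under each alternative set before the data were examined, where the share lay between 11.5% and 19.8%.

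The share of ATBI_Isotype cells in large clones was 31.6%, and the paper's is about 21% in Fig. 4F, read by eye. Of the alternatives set before the data were examined, the values came within 1.5 times of each other with only cells that have both chains (29.0%, interval 25.6% to 32.6%) and without the largest clone of each library (24.6%, interval 21.8% to 27.5%), though both intervals lie above the paper's value. Without the largest clone, the clonotype of 99 cells passes from the large to the hyperexpanded class by construction. They still differed with the V, J and C genes and CDR3 nucleotides of both chains, the beta CDR3 nucleotides with the V gene, the CDR3 amino acids of both chains, without possible doublets, with at least 2 UMIs per chain, without iNKT or MAIT evidence and at 262 cells.

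The hyperexpanded share of ATBI_Isotype was 10.6%. The paper's text gives 14.0%, and its bar is about 16% in Fig. 4F, read by eye, so by this reading the paper's text and figure are not the same. The value of the figure differs from the 10.6% found by little more than 1.5 times. Of the alternatives set before the data were examined, the values no longer differed by that criterion without possible doublets (10.8%), without the largest clone of each library (10.8%) and at 262 cells (11.7%, whose interval of 8.09% to 16.3% holds the value). They still differed with the V, J and C genes and CDR3 nucleotides of both chains, the beta CDR3 nucleotides with the V gene, the CDR3 amino acids of both chains, only cells that have both chains, at least 2 UMIs per chain, without iNKT or MAIT evidence and at a threshold of 5%.

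The shares that the paper's text gives for the aged libraries lie less than 1.5 times from those found, but outside their counting intervals. The paper's clonal share of 72.5% in ATBI_Isotype lies above the interval of 60.5% to 66.5%, and its 62.3% in ATBI_aCD49d above that of 56.4% to 62.2%. The difference between the paper's values, 10.2 points, is more than 1.5 times the 4.27 points found and lies above their interval of 0.0800 to 8.44 points. The paper's hyperexpanded share of 14.0% in ATBI_Isotype, as its text gives it, lies above that of 8.82% to 12.7%. Of the alternatives set before the data were examined, the interval held the paper's 62.3% in ATBI_aCD49d with the beta CDR3 nucleotides and V gene (56.7% to 62.5%) and without possible doublets (56.9% to 62.8%), and the paper's 14.0% at 262 cells (8.09% to 16.3%). The interval of the difference held 10.2 points at 262 cells (-6.08 to 11.5). The interval of ATBI_aCD49d also held 62.3% with the beta CDR3 nucleotides without the V gene (57.4% to 63.2%) and with near-identical clonotypes joined (57.4% to 63.2%), both chosen after the values were seen. No setting tried had an interval that held the paper's 72.5% in ATBI_Isotype, but none repeated the paper's selection of T cells.

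The paper states that hyperexpanded clones were absent from the aged brains given aCD49d. With the deposited clonotypes the share was 0 in ATBI_aCD49d. It was 12.9% without cells with iNKT or MAIT evidence, 22.1% at a threshold of 5% and 2.72% as the expected value at 262 cells. Under the same settings it was 27.3%, 27.4% and 11.7% in ATBI_Isotype. With the beta CDR3 nucleotides without the V gene it was 10.3%, and with near-identical clonotypes joined 10.1%, against 10.6% and 27.4% in ATBI_Isotype, both of which settings were chosen after the values were seen. In ATBI_Isotype, where the paper states that such clones were present, the share was 0 with the V, J and C genes and CDR3 nucleotides of both chains and with the CDR3 amino acids of both chains.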

Other observations

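The tests on the receptor split over clonotypes, on the missing alpha chains and on the pair of TRBV14 clonotypes were chosen only after those patterns were seen. Clones other than the 3 largest of each library were chosen after their values were seen.

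The clonal share was 44.5 percentage points higher in ATBI_Isotype than in YTBI_Isotype (interval 38.4 to 49.9), and 33.0 points higher in ATBI_aCD49d than in YTBI_aCD49d (interval 28.2 to 37.5). The number of cells captured was argued against as the whole of the difference between the isotype libraries, which was 32.8 points at 262 cells (interval 24.6 to 40.5). Age stays open as an explanation and was not tested, since each group is 1 pool of 2 mice.

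For the hyperexpanded clone of ATBI_Isotype, free TCR RNA or empty droplets stay open. The median of beta chain UMIs in its cells was 4, against 7 in other cells, a ratio of 0.571, and fewer UMIs are what free RNA would give. Its beta chain was listed in 0 of 915 cells of other clonotypes, but clonotypes are defined by their chains and few cells list a further beta chain, so this excludes nothing. By the reading set for this test at first, a ratio above 0.5 would have counted against free RNA; it was changed after the value was seen.

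In ATBI_aCD49d, a clonotype of 12 cells with TRBV13-2 had the alpha and beta CDR3 of the clone of 101 cells, called TRBV12-2+TRBV13-2. The alpha chain was recovered in 9 of the 12 cells and in 72 of the 101. The V region of the beta chains of the 12 cells was the commonest one of the larger clonotype in 100% of the 12 contigs. In the larger clonotype itself it was found in 97 of the 101 contigs. The median contig length was 540 against 578 bases. The split is consistent with the V gene annotation. Cells whose beta CDR3 nucleotides occur in more than 1 clonotype, for any reason, made up 21.8% of ATBI_aCD49d, 2.73% of ATBI_Isotype, 1.73% of YTBI_aCD49d and 0.763% of YTBI_Isotype. They include clonotypes of 69, 20 and 12 cells in ATBI_aCD49d that share a beta CDR3 and are all called TRBV3, so these are not split by the V gene call. The clonotype of 20 cells has no alpha chain.

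Cells with a beta chain alone made up 32.4% of ATBI_Isotype and 16.6% of ATBI_aCD49d. Among cells with a beta chain, the share without an alpha chain was 16.2 points higher in ATBI_Isotype. Fewer TCR UMIs per cell were argued against as the whole of it, since the difference was 14.7 points at equal beta UMIs. Other technical and biological explanations were not tested.

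The clonotypes of 99 and 73 cells in ATBI_Isotype have the same alpha chain CDR3 and beta CDR3 1 base apart. Counted from 1 at the first base of the CDR3, the change from the larger to the smaller is T5C, and from germline Trbv14 to the larger C5T, at position 41135605 of chromosome 6. Together they hold 172 cells (16.8%). Sequencing or amplification error was argued against, since the median beta UMIs was 6 in the smaller and 5 in the larger, a ratio of 1.2, and 0 cells held both beta chains. An inherited TRBV14 variant in 1 of the mice cannot be told apart from a change that arose in the clone: 0 of 14 other TRBV14 beta chains of ATBI_Isotype carried the base, and the share of each mouse in the pool is not known.

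No clonotype with the nucleotides of both chains was found in more than 1 library. The number of beta CDR3 nucleotide sequences found in a pair of libraries was 1, between YTBI_Isotype and YTBI_aCD49d, with 1 cell in each. Carry-over between libraries cannot be told apart from independent rearrangement with so few cells. In ATBI_Isotype and ATBI_aCD49d, 1 barcode was shared, and in 0 cases with the same beta chain.

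Of 20 TRBV segments compared between the aged libraries by share of clonotypes, 2 had a counting interval that excluded 0. TRBV31 made up 5.79% of clonotypes in ATBI_Isotype and 1.90% in ATBI_aCD49d (difference 3.89 points, interval 1.37 to 6.65), and TRBV26 4.45% and 1.52% (difference 2.94 points, interval 0.692 to 5.43). TRBV1 made up 6.46% and 8.73%, a difference of -2.27 points that was 2.84 points when cells were counted in place of clonotypes. No explanation was tested.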
